# Periportal hepatocyte proliferation at midgestation governs maternal glucose homeostasis in mice

**DOI:** 10.1038/s42003-023-05614-3

**Published:** 2023-12-04

**Authors:** Satoshi Kozuki, Mio Kabata, Satoko Sakurai, Keiko Iwaisako, Tomomi Nishimura, Masakazu Toi, Takuya Yamamoto, Fumiko Toyoshima

**Keywords:** Hepatocytes, Cell growth

## Abstract

The maternal liver is challenged by metabolic demands throughout pregnancy. However, hepatocyte dynamics and their physiological significance in pregnancy remain unclear. Here, we show in mice that hepatocyte proliferation is spatiotemporally regulated in each liver lobular zone during pregnancy, with transient proliferation of periportal and pericentral hepatocytes during mid and late gestation, respectively. Using adeno-associated virus (AAV)−8-mediated expression of the cell cycle inhibitor p21 in hepatocytes, we show that inhibition of hepatocyte proliferation during mid, but not late, gestation impairs liver growth. Transcriptionally, genes involved in glucose/glycogen metabolism are downregulated in late pregnancy when midgestational hepatocyte proliferation is attenuated. In addition, hepatic glycogen storage is abolished, with concomitant elevated blood glucose concentrations, glucose intolerance, placental glycogen deposition, and fetal overgrowth. Laser capture microdissection and RNA-seq analysis of each liver lobular zone show zone-specific changes in the transcriptome during pregnancy and identify genes that are periportally expressed at midgestation, including the hyaluronan-mediated motility receptor (Hmmr). Knockdown of Hmmr in hepatocytes by AAV8-shHmmr suppresses periportal hepatocyte proliferation at midgestation and induces impaired hepatic glycogen storage, glucose intolerance, placental glycogen deposition and fetal overgrowth. Our results suggest that periportal hepatocyte proliferation during midgestation is critical for maternal glycogen metabolism and fetal size.

## Abstract (web summary)

Delineation of the zone-specific dynamics of hepatocytes during pregnancy in mice demonstrates that midgestational periportal hepatocyte proliferation is critical for maternal glucose homeostasis during late pregnancy.

## Introduction

Pregnancy induces substantial tissue remodeling in various maternal organs associated with stem/progenitor cell proliferation, such as that of haematopoietic stem cells^1^, olfactory neuronal progenitors^2^ and epidermal stem cells^3,4^. The liver, an essential organ for energy production, glycogen storage and detoxification, increases in size during pregnancy in rodent models^5–10^. This gestational hepatomegaly is associated with hepatocyte hyperplasia and hypertrophy^6–8^ and is thought to be essential for meeting physiological metabolic demands during pregnancy.

The liver is a highly structured organ consisting of a collection of hepatic lobules, which are the basic structural unit of the liver. In each hepatic lobule, multiple hepatocytes are arranged along sinusoidal capillaries in which blood from the portal vein and hepatic artery flows inwards and then outwards to the central vein. The hepatic lobules are compartmentalized into zones along the sinusoids with differences in hepatocyte metabolic functions attributed to gradients of multiple factors across the lobules, such as oxygen and nutrients^11–15^. Recent studies using hepatocyte lineage tracing technology have identified zone-specific hepatocyte proliferation that plays a role in liver homeostasis and regeneration^16–20^. Injuries in the pericentral and periportal zones induce hepatocyte proliferation in the periportal and pericentral zones respectively, repopulating the liver in these zones^17–20^. Hepatocyte proliferation also occurs during pregnancy^5–10^. However, the zonation of hepatic proliferation during pregnancy has not been characterized. Furthermore, it remains unclear whether attenuation of hepatocyte proliferation may result in impaired maternal metabolism and/or fetal growth.

In this study, we delineated the spatio-temporal regulation of hepatocyte proliferation during pregnancy and investigated its relevance to maternal glycogen metabolism and fetal growth.

## Results

### Maternal hepatocyte proliferation is spatiotemporally regulated during pregnancy

The C57BL/6N mice used in this study had an average gestation period of 19 days. Implantation and parturition occurred most frequently at 4 days post-coitum (4 dpc) and 19 dpc, respectively, counting the day the plug was detected as 0 dpc. In this mouse line, gestation stages of 0–7 dpc, 8–14 dpc and 15–19 dpc are referred to as early, mid-, and late pregnancy, respectively^21^. Our previous study showed that the liver mass of pregnant C57BL/6N mice peaked at 16 dpc, whereas the ratio of liver mass to body mass peaked earlier in pregnancy at 8 dpc and remained at this level until 16 dpc^22^. We then examined spatio-temporal hepatocyte proliferation from 6 dpc to 16 dpc in the maternal mouse liver. To assess the zonation of hepatocyte proliferation, we divided the liver lobule into three zones as follows: a portal vein (PV) zone (three-cell layer surrounding the PV; PV1, PV2, and PV3), a central vein (CV) zone (three-cell layer surrounding the CV; CV1, CV2, and CV3) and a parenchymal (PA) zone between the PV and CV zones (Fig. 1a). We quantified hepatocytes stained for the proliferation marker Ki67 in each zone in the liver of non-pregnant (NP) mice and pregnant mice at 6 dpc, 8 dpc, 12 dpc, and 16 dpc. Ki67-positive hepatocytes were barely detectable in all zones in NP mice and pregnant mice at 6 dpc (Fig. 1b, c). The proportion of Ki67-positive hepatocytes was increased in the PV and PA zones at 8 dpc, but returned to the NP state at 16 dpc, whereas hepatocytes in the CV zone showed little Ki67 staining until 8 dpc, but were Ki67-positive at 16 dpc (Fig. 1b, c). To further confirm the spatio-temporal hepatocyte proliferation during pregnancy, mice were intraperitoneally injected with 5-ethynyl-2′-deoxyuridine (EdU) at 7, 11, or 15 dpc, and the number of EdU-positive hepatocytes in each zone was counted 1 day after the administration (Fig. S1a). Similar to the results of Ki67 staining, hepatocytes in the PV and PA zones were EdU-positive at 8 dpc but reverted to the NP state by 16 dpc, whereas hepatocytes in the CV zone showed little EdU uptake until 12 dpc but were EdU-positive at 16 dpc (Fig. S1b,c). Notably, the size of hepatocytes also changed in a zone-dependent manner during pregnancy. PV hepatocytes increased in size at 8 dpc and were much larger at 16 dpc, whereas CV and PA hepatocytes were at their normal, NP size at 8 dpc but were larger at 16 dpc (Fig. S1d). These results suggest that maternal hepatocyte proliferation and hypertrophy are spatiotemporally regulated during pregnancy.

**Fig. 1:**
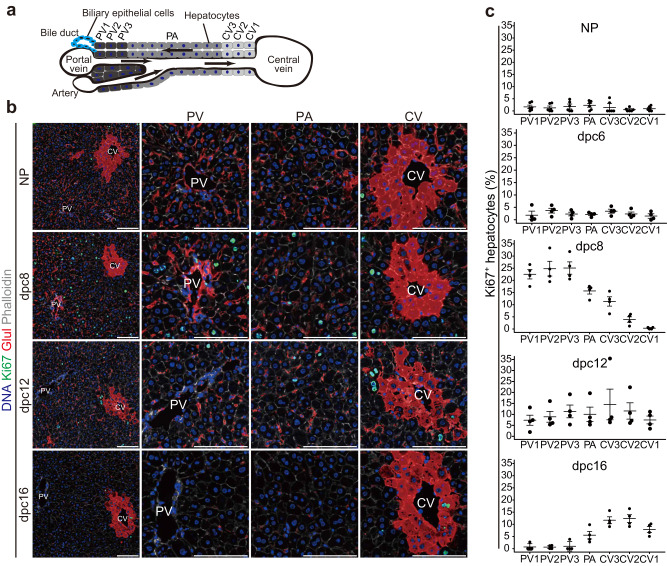
Hepatocyte proliferation is spatiotemporally regulated during pregnancy. **a** Illustration of the PV, CV and PA zones. **b** Representative immunofluorescence images for Ki67, Glul, a CV marker, and phalloidin in NP and pregnant mouse liver lobules. Scale bars, 100 μm. **c** Percentages of Ki67-positive hepatocytes in each zone. Each point represents the mean of *n* = 5 sections/mouse from *n* = 4 mice.

### Hepatocyte proliferation contributes to liver growth in midgestation but little to hepatomegaly in late gestation

We then examined the physiological significance of mid-stage periportal and late-stage pericentral hepatocyte proliferation during pregnancy by administrating the adeno-associated virus (AAV) 8-p21 to mice (Fig. 2a). In this virus, the liver-specific promoter for thyroxine-binding globulin (TBG) drives the expression of p21, a cyclin-dependent kinase inhibitor, in hepatocytes^23^. Quantitative PCR analysis confirmed the expression of p21 in the liver of mice that had been injected intravenously with AAV 8-p21 (Fig. S2a). AAV 8-p21 was then administered intravenously to mice before mating or at 10 dpc to suppress hepatocyte proliferation in early to mid and late gestation, respectively (Fig. S2b–e). Inhibition of hepatocyte proliferation during early to mid-gestation suppressed the increase in liver mass at 8 dpc (Fig. 2b, NP-dpc8), but when hepatocyte proliferation was suppressed after 10 dpc, liver mass at 16 dpc was barely affected (Fig. 2b, dpc10–dpc16). Furthermore, the reduction in liver mass at 8 dpc in AAV 8-p21-injected mice was compensated at 16 dpc (Fig. 2b, NP-dpc16, Fig. S2f, g). These results suggest that hepatocyte proliferation contributes to liver growth in midgestation but little, if any, to hepatomegaly in late gestation.

**Fig. 2:**
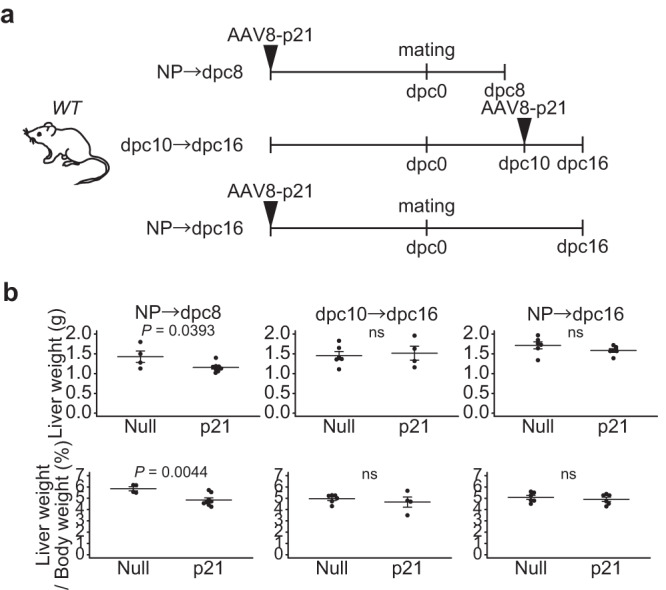
Attenuation of early periportal hepatocyte proliferation induces a transient reduction in liver mass. **a** Experimental design for AAV8-p21 injection. **b** Liver mass (top graph) and liver-to-body mass ratio (bottom graph) of mice injected with AAV8-null or AAV8-p21 at the indicated time points (null NP→dpc8, *n* = 4 mice; p21 NP→dpc8, *n* = 8 mice; null dpc10→dpc16, *n* = 6 mice; p21 dpc10→dpc16, *n* = 4 mice; null NP→dpc16, *n* = 6 mice; p21 NP→dpc16, *n* = 6 mice). Data were compared using the two-tailed Studentʹs *t*-test. Data are mean ± s.e.m.

### Hepatocyte proliferation promotes the expression of regulators of glucose/glycogen metabolism in late gestation

To investigate the effect of impaired hepatocyte proliferation on the transcriptomes, liver samples from pregnant 16 dpc mice receiving AAV8-p21 or control AAV8-null at NP and NP AAV8-null mice were analyzed by RNA sequencing (RNA-seq). 

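The liver samples came from 5 groups of 3 mice each. AAV8-null mice were sampled as NP, at 8 dpc and at 16 dpc, and AAV8-p21 mice were sampled at 8 dpc and at 16 dpc. The authors made stranded mRNA libraries from 200 ng of total RNA, trimmed the single-end reads with cutadapt and aligned them to the mm10 mouse genome with HISAT2. They counted the uniquely mapped reads of each protein-coding gene with HTSeq-count, and the deposited values are these counts for 21702 genes, without normalization. Reads that map to more than 1 place are left out by this step, so genes with near-identical copies are undercounted. Between 12280709 and 17615185 reads per library were counted on genes. The median was 12697460 in NP AAV8-null livers (12280709 to 13162802), 14396450 in AAV8-null livers at 8 dpc (13966590 to 15655604) and 15713331 in AAV8-null livers at 16 dpc (13618701 to 17615185). In AAV8-p21 livers it was 14527354 at 8 dpc (12977026 to 16176587) and 16373042 at 16 dpc (15068037 to 17559979). The albumin gene Alb took 10.4% ± 0.580 (SD, n = 3 mice) of the counts in NP AAV8-null livers, 9.17% ± 1.11 at 8 dpc and 26.1% ± 2.30 at 16 dpc, and 12.4% ± 0.642 and 21.1% ± 0.932 in AAV8-p21 livers at 8 dpc and 16 dpc. TMM normalization in edgeR, which keeps a few abundant genes from shifting the others, gave factors between 0.682 and 1.25, and normalized counts are given as CPM (counts scaled to the TMM-normalized library size in edgeR). Differences were tested on the 12172 genes that passed edgeR's filterByExpr (minimum count 10), with edgeR's quasi-likelihood test in one model of all 15 libraries and Benjamini-Hochberg adjustment. The paper's methods name DESeq2 with the Wald test, which was run as an alternative. DEGs are genes with an adjusted p-value under 0.05 and a log2 fold change above 1 or below −1, the dashed lines of Fig. 3a. With 3 mice against 3, an exact permutation test cannot give a two-sided p-value below 0.1.
Cdkn1a, the mouse gene of p21, is listed as ENSMUSG00000023067 and lies on chromosome 17 of GRCm38 (mm10) from 29090976 to 29100727 on the plus strand. AAV8-p21 carries the coding sequence of this gene, so reads from the virus and from the mouse gene add to the same count. In the 3 NP AAV8-null livers, Cdkn1a was at 33.7, 5.12 and 3.29 CPM. In AAV8-null livers it was at 27.2, 16.5 and 33.4 CPM at 8 dpc and at 64.4, 127 and 59.8 CPM at 16 dpc. In AAV8-p21 livers it was at 648, 628 and 347 CPM at 8 dpc and at 1664, 815 and 1093 CPM at 16 dpc, so every AAV8-p21 library was above every AAV8-null library. The log2 fold change between AAV8-p21 and AAV8-null was 3.83 at 16 dpc (standard error 0.71, adjusted p = 0.0619 from edgeR's quasi-likelihood test) and 4.40 at 8 dpc (standard error 0.73, adjusted p = 0.0873 from the same test). The exact two-sided permutation p was 0.1 at both stages. With each of the 6 libraries left out in turn, the log2 fold change at 16 dpc stayed between 3.51 and 4.26. Across 12 alternative settings its adjusted p ranged from 1.2e-20 to 0.102.

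**Figure D1:**
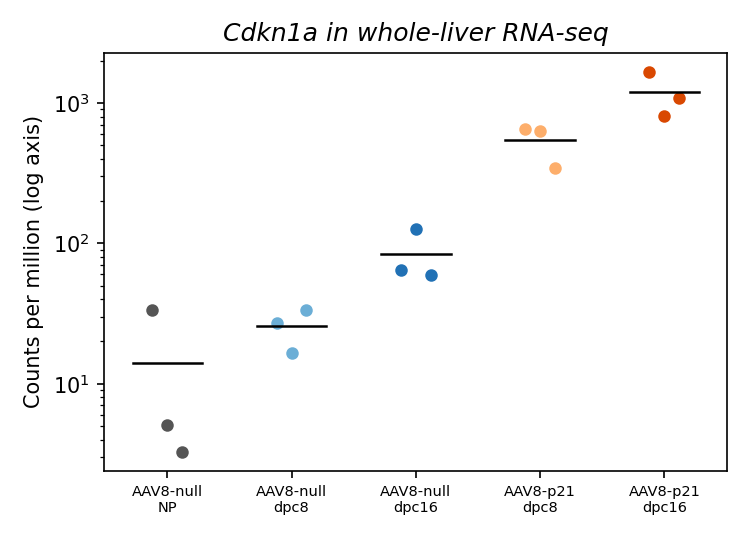
Normalized counts of Cdkn1a (CPM, log axis) in the 5 groups, with a point for each of the 3 libraries of a group and a line at the group mean. The AAV8-p21 libraries lie between 347 and 1664 CPM, above all AAV8-null libraries.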

Comparative gene expression analysis between AAV8-p21 and AAV8-null at 16 dpc revealed 105 pregnancy-p21 signature genes, of which 50 were upregulated and 55 downregulated in the livers of AAV8-p21 mice compared to AAV8-null at dpc16 (Fig. 3a). 

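Of the 12172 genes tested, 9 were DEGs between AAV8-p21 and AAV8-null livers at 16 dpc, of which 2 were higher and 7 lower in AAV8-p21 livers. An unadjusted p-value under 0.05 was reached by 1189 genes, where chance alone gives 609. The 3 AAV8-p21 livers lay all above or all below the 3 AAV8-null livers for 1664 genes (13.7%), against 10% by chance. The count depended most on the test used. The DESeq2 Wald test on these 6 libraries alone gave 122 DEGs, of which 50 were higher and 72 lower.
Ccnd1, the cyclin D1 gene (ENSMUSG00000070348, chromosome 7 from 144929931 to 144939925, minus strand), was at 193 ± 74.9 CPM (SD, n = 3) in AAV8-p21 livers and at 23.0 ± 2.82 CPM in AAV8-null livers. Its log2 fold change was 3.06 (standard error 0.35, adjusted p = 0.00168 from edgeR's quasi-likelihood test), and it remained a DEG with each of the 6 libraries left out in turn (log2 fold changes 2.71 to 3.26). Gm4756 was at 32.7 ± 5.96 CPM against 9.97 ± 2.44 CPM (log2 fold change 1.71, standard error 0.25, adjusted p = 0.0245 from the same test) and remained a DEG in 2 of the 6 fits with a library left out.
The largest falls were those of C1s2, C1rb and Pianp, which lie close together on chromosome 6 between 124570294 and 125003096. C1s2 (ENSMUSG00000079343) had 0 to 2 counts in the AAV8-p21 libraries and 38 to 263 in the AAV8-null libraries and was at least 45.0-fold lower (adjusted p = 0.00112 from the same test). C1rb (ENSMUSG00000098470) had 1 to 2 counts against 52 to 143 and was at least 33.0-fold lower (adjusted p = 0.000781 from the same test). Pianp (ENSMUSG00000030329) had 1 count in each AAV8-p21 library against 8 to 28 and was at least 5.60-fold lower (adjusted p = 0.0385 from the same test), and it remained a DEG in 2 of the 6 fits with a library left out. C1s2 and C1rb have the close copies C1s1 and C1ra next to them, so their counts are uncertain. All 3 genes were also near 0 in the AAV8-p21 libraries at 8 dpc. Arl4a, Dnah11 and 1700017B05Rik had log2 fold changes of −1.97, −1.91 and −1.56 (adjusted p = 0.0266, 0.0399 and 0.0464 from the same test).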

GO of the pregnancy-p21 signature genes and gene set enrichment analysis (GSEA) revealed differences in the expression of carbohydrate transport genes and regulators of glucose and glycogen metabolism (Fig. 3b, c). 

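The GO terms and gene sets of Fig. 3b, c were not used here. In their place, 12 Reactome sets for mouse were tested in the same model with limma's camera test, with an inter-gene correlation of 0.01 and adjustment over the 12 sets. The 5 genes tested of the set of facilitative glucose transporters were all higher in AAV8-p21 than in AAV8-null livers at 16 dpc, with a median log2 fold change of 0.57 (adjusted p = 0.000486 from camera). Their log2 fold changes ran from 0.23 for Slc2a2 over 0.47 for Slc2a8, 0.57 for Slc2a1 and 0.75 for Slc2a9 to 1.57 for Slc2a5. None of the 5 passed alone (adjusted p between 0.124 and 0.846 from edgeR's quasi-likelihood test). Slc2a2, the most abundant of them (mean 248 CPM over all libraries), changed least. Slc2a5, the least abundant (2.62 CPM), changed most. In the set of glucose metabolism, 46 of 65 genes were higher in AAV8-p21 livers, with a median of 0.17 (adjusted p = 0.0276 from camera). The sets of glycogen breakdown (11 of 15 genes higher, adjusted p = 0.0655), glycolysis (18 of 25, adjusted p = 0.105), metabolism of carbohydrates (114 of 203, adjusted p = 0.273) and glycogen synthesis (7 of 12, adjusted p = 0.723) did not pass in the camera test. Glycogen breakdown passed in camera with no filter on low counts (adjusted p = 0.0450) and with at least 10 counts in every library (0.0190). It also passed on the compared groups alone (0.0429), but not with DESeq2's size factors (0.0628) or with the correlation between genes estimated (0.113). Glycolysis passed in camera with at least 10 counts in every library (0.0493). With the correlation between genes estimated from the data, the adjusted p of camera was 0.0224 for the transporters and 0.0278 for glucose metabolism. With each of the 6 libraries left out in turn, the transporters passed in 4 fits and glucose metabolism in 2. A preranked test with fgsea on the signal-to-noise ratio of the groups called 5 sets, adding glycogen breakdown and metabolism of carbohydrates as higher and fatty acid metabolism as lower in AAV8-p21 livers. Of the 9 DEGs, 0 belonged to any of the carbohydrate sets (0.150 expected for metabolism of carbohydrates), and 1 belonged to the mitotic cell cycle set, where 0.268 was expected (one-sided Fisher's exact test against the 12172 tested genes, p = 0.239, adjusted p = 1).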

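Values were extracted for Slc45a3 (ENSMUSG00000026435, chromosome 1 from 131962967 to 131982969), Sgk1 (ENSMUSG00000019970, chromosome 10 from 21882184 to 21999903), H6pd (ENSMUSG00000028980, chromosome 4 from 149979475 to 150009023) and Pdk4 (ENSMUSG00000019577, chromosome 6 from 5483351 to 5496309). Between NP and 16 dpc AAV8-null livers, Slc45a3 went from 31.1 ± 13.9 CPM (SD, n = 3) to 66.4 ± 28.3 CPM, a log2 fold change of 1.09 (adjusted p = 0.105 from edgeR's quasi-likelihood test). Sgk1 rose from 21.0 ± 7.45 to 215 ± 47.5 CPM (log2 fold change 3.36, adjusted p = 0.000692 from the same test), and H6pd rose from 300.3 ± 10.9 to 896 ± 133 CPM (log2 fold change 1.58, adjusted p = 0.00116 from the same test). Pdk4 rose from 36.2 ± 15.4 to 497 ± 628 CPM (log2 fold change 3.78, adjusted p = 0.0113 from the same test), with 159, 1222 and 110 CPM in the 3 livers at 16 dpc.
In AAV8-p21 livers at 16 dpc, Slc45a3 was at 24.1 ± 5.55 CPM, Sgk1 at 54.3 ± 25.3 CPM, H6pd at 504 ± 86.2 CPM and Pdk4 at 25.9 ± 13.6 CPM. Every AAV8-p21 liver was below every AAV8-null liver of 16 dpc for each of the 4 genes (exact two-sided permutation p = 0.1, the smallest that 3 mice against 3 allow). The log2 fold changes between AAV8-p21 and AAV8-null were −1.46 for Slc45a3 (standard error 0.38), −1.99 for Sgk1 (0.44), −0.83 for H6pd (0.23) and −4.26 for Pdk4 (0.81). Over the 12172 genes, edgeR's quasi-likelihood test gave adjusted p-values of 0.178, 0.112, 0.224 and 0.0623 in the same order. Adjusted over the 4 genes alone, the values of this test were 0.00228, 0.000898, 0.00278 and 0.000441. These 4 genes are the paper's own calls on the same data, so the adjustment over 4 shows no stability. The DESeq2 Wald test on all 15 libraries gave adjusted p-values of 0.0228, 0.00166, 0.0427 and 0.000153. With each of the 6 libraries left out in turn, Pdk4 was a DEG in 2 fits of edgeR's quasi-likelihood test and the other 3 genes in 0. The log2 fold change of Pdk4 ranged from −4.75 to −2.37 over these fits.
Clock genes also differed between these livers. The mean log2 CPM of Arntl, Npas2 and Clock minus that of Dbp, Tef, Nr1d1, Nr1d2, Per3 and Ciart changed by −5.11 from AAV8-null to AAV8-p21 livers at 16 dpc, and it ranged over 4.07 and 2.45 within these 2 groups and over up to 6.24 within the other groups. The 15 genes of a list of fasting and PPAR-alpha targets, Pdk4 among them, were all lower in AAV8-p21 livers at 16 dpc. The list means of single livers overlapped between the groups. In log2 CPM they were 6.84 to 8.94 in AAV8-p21 and 8.77 to 10.0 in AAV8-null livers (exact two-sided permutation p = 0.2).

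**Figure D2:**
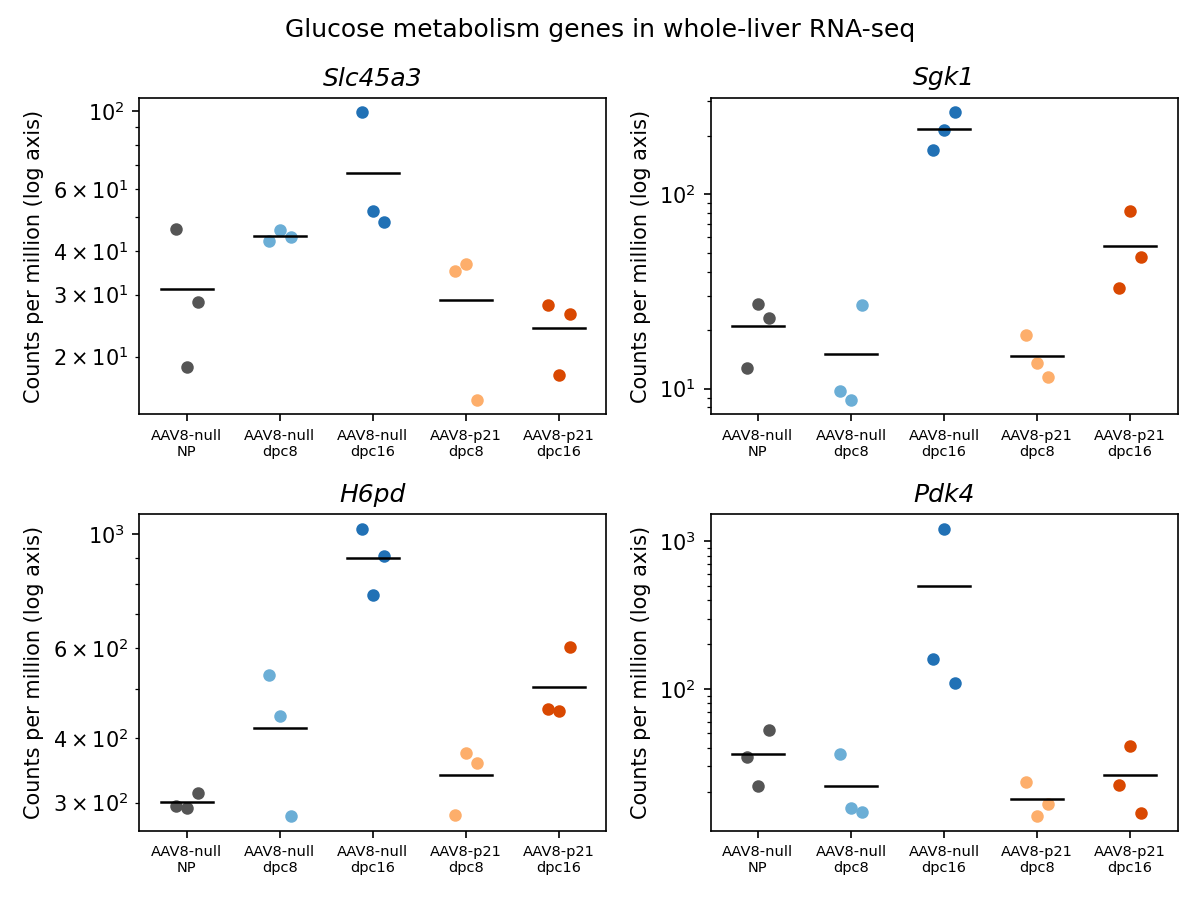
Normalized counts of Slc45a3, Sgk1, H6pd and Pdk4 (CPM, log axis), with a panel for each gene, a point for each of the 3 libraries of a group and a line at the group mean. At 16 dpc the AAV8-p21 points lie below the AAV8-null points in each panel, and 1 AAV8-null liver has 1222 CPM of Pdk4.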

Specifically, the sugar transporter *Slc45a3*^24^, serum and glucocorticoid kinase-1, which increases glucose uptake^25^, and regulators of lipid/glucose metabolism, *H6pd* and *Pdk4*^26,27^, were upregulated at 16 dpc but expressed at lower levels in AAV8-p21 liver (Fig. 3d). These results suggest that hepatocyte proliferation promotes the expression of regulators of glucose/glycogen metabolism at later stages of pregnancy.

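Whether the difference between AAV8-p21 and AAV8-null changed from 8 dpc to 16 dpc was tested as an interaction in the same model. At 8 dpc the log2 fold changes were −0.61 for Slc45a3, −0.04 for Sgk1, −0.31 for H6pd and −0.30 for Pdk4, each with an adjusted p of 1 from edgeR's quasi-likelihood test. For Slc45a3, every AAV8-p21 liver was below every AAV8-null liver at 8 dpc too (exact two-sided permutation p = 0.1). This p was 0.9 for Sgk1, 0.5 for H6pd and 0.7 for Pdk4. The change from 8 dpc to 16 dpc was −3.96 on the log2 scale for Pdk4 (standard error 1.05, unadjusted p = 0.00195 from the quasi-likelihood test, 0.00779 adjusted over the 4 genes). For Sgk1 it was −1.94 (standard error 0.61, unadjusted p = 0.00654, 0.0131 adjusted over the 4 genes). For Slc45a3 it was −0.86 and for H6pd −0.52, and neither passed the quasi-likelihood test (unadjusted p = 0.127 for both). The 4 genes are p21 signature genes, called in the paper from the same livers of 16 dpc, and the adjustment over 4 does not account for this. Over all 12172 genes, 0 passed the interaction test and 376 had an unadjusted p under 0.05, where chance alone gives 609. From the rise of these regulators at 16 dpc and their lower level in AAV8-p21 livers, the paper proposes that proliferating hepatocytes promote their expression in later pregnancy.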

**Fig. 3:**
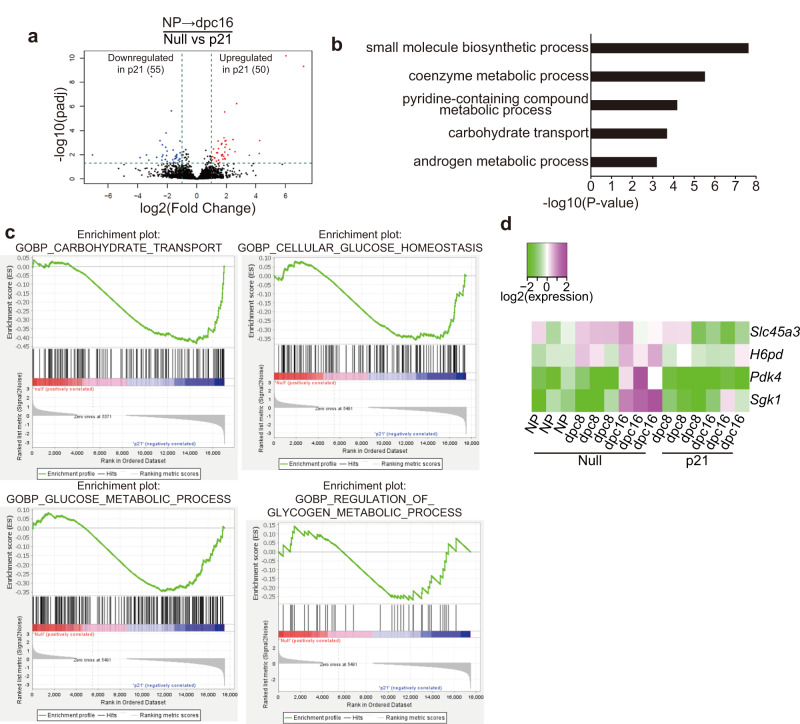
Hepatocyte proliferation regulates glucose/glycogen metabolism gene expression during late gestation. **a** Volcano plots of RNA-seq analysis showing comparative gene expression between AAV8-null *vs*. AAV8-p21-injected mouse liver at 16 dpc. **b** GO analysis of p21 signature genes at 16 dpc. **c** GSEA analysis of p21 signature genes at 16 dpc. **d** Heatmap showing the expression of glucose and glycogen metabolism-related p21 signature genes in the livers of NP, 8 dpc and 16 dpc mice injected with AAV8-null or AAV8-p21. Values from three individual samples are shown.

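The heatmap of Fig. 3d also covers 8 dpc. Slc45a3 was at 44.1 ± 1.65 CPM (SD, n = 3) in AAV8-null livers and 28.9 ± 12.0 CPM in AAV8-p21 livers at this stage, and Sgk1 was at 15.1 ± 10.2 and 14.7 ± 3.82 CPM. H6pd was at 419 ± 126 and 339 ± 48.5 CPM, and Pdk4 at 22.1 ± 12.1 and 17.9 ± 4.98 CPM. Against NP AAV8-null livers, the log2 fold changes in AAV8-null livers at 8 dpc were 0.50 for Slc45a3, −0.47 for Sgk1, 0.48 for H6pd and −0.71 for Pdk4, with adjusted p-values between 0.787 and 1.00 from edgeR's quasi-likelihood test. Of the Reactome sets, glycolysis was higher in AAV8-p21 than in AAV8-null livers at 8 dpc (21 of 25 genes, median log2 fold change 0.13, adjusted p = 0.0236 from camera), and the facilitative glucose transporters were lower in 5 of 5 genes (adjusted p = 0.173 from camera).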

Interestingly, comparative gene expression analysis between NP AAV8-null *vs* 16 dpc AAV8-null and NP AAV8-null *vs* 16 dpc AAV8-p21 revealed 770 and 469 differentially expressed genes (DEGs), respectively, of which 310 genes were common DEGs (Fig. S3a). 

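Between NP and 16 dpc, 598 genes were DEGs in AAV8-null livers, of which 347 were higher and 251 lower at 16 dpc. Between NP AAV8-null livers and AAV8-p21 livers of 16 dpc, 374 genes were DEGs, of which 259 were higher and 115 lower. Both lists held 266 genes, 265 of them changed in the same direction, with 187 higher and 78 lower at 16 dpc. Only the AAV8-null list held 332 genes, and only the AAV8-p21 list held 108. Both comparisons share the NP AAV8-null libraries, so part of the overlap, of the shared direction and of the correlations below follows from the design. No value without a common change was computed for them. Across the 12172 genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had a Pearson correlation of 0.755, and it was 0.885 across the 706 genes in either list. These 706 genes were picked for a change, which alone can raise the second value. The common DEGs numbered 449 with limma voom and 167 with edgeR's quasi-likelihood test on the compared groups alone.
AAV8-null livers with the same replicate number at NP and 16 dpc had deviations from their group means with a mean correlation of 0.236. Such deviations cancel within each group, so the value for different numbers (−0.119) largely follows from this one and is no separate reference. Whether the correlation exceeds what unrelated mice give was not tested. A fit with the replicate number as a block was possible for the 12 libraries outside the AAV8-p21 group of 16 dpc. It gave 549 DEGs between NP and 16 dpc AAV8-null livers, against 584 in the same 12 libraries without the block. In camera, the fibrin clot set was higher at 16 dpc with an adjusted p of 3.8e-09 with the block and 1.4e-09 without it, and the facilitative glucose transporters were lower with adjusted p-values of 0.0488 and 0.0291.

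**Figure D3:**
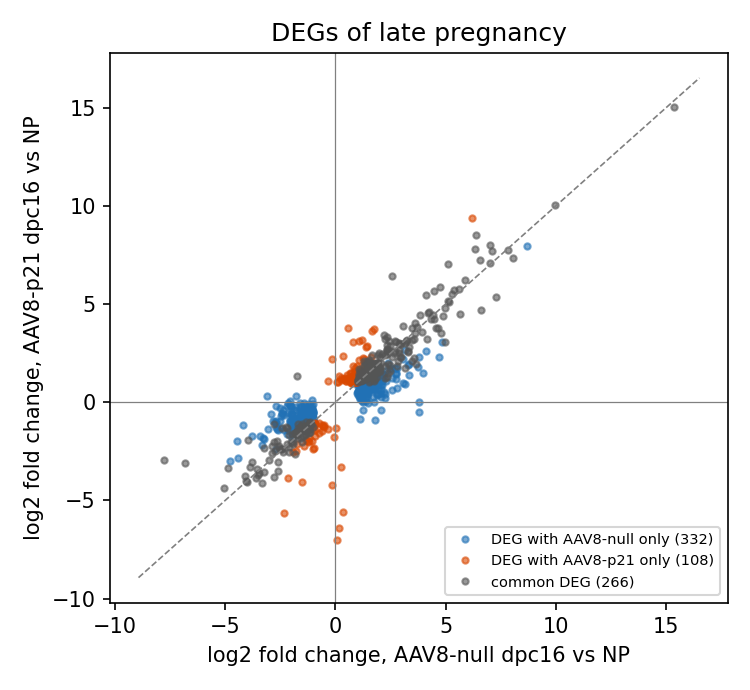
Log2 fold change of each DEG against NP AAV8-null livers, in AAV8-null livers (x axis) and in AAV8-p21 livers (y axis) of 16 dpc. Grey points are the 266 common DEGs, blue points the 332 of the AAV8-null list alone and orange points the 108 of the AAV8-p21 list alone, and the dashed line marks equal change.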

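Among the 266 common DEGs, the Reactome set of fibrin clot formation held 8 of its 30 tested genes, where 0.656 were expected (one-sided Fisher's exact test against the 12172 tested genes, p = 1.8e-07, adjusted p = 2.2e-06 over 12 sets). The set of fatty acid, triacylglycerol and ketone body metabolism held 3 of 83 genes (1.81 expected, Fisher's exact p = 0.272), and sulfur amino acid metabolism held 1 of 23 (0.503 expected, Fisher's exact p = 0.399). Metabolism of carbohydrates held 5 of 203 genes, where 4.44 were expected. The paper's GO terms for the common DEGs were not tested, and these Reactome sets are other gene lists. In limma's camera test over all genes of the fibrin clot set, 23 of 30 were higher in AAV8-null livers at 16 dpc than at NP (median log2 fold change 0.66, adjusted p = 2.4e-09). In AAV8-p21 livers, 25 of 30 were higher (median 0.69, adjusted p = 1.6e-11 from camera). With the correlation between genes estimated from the data, the adjusted p-values of camera were 0.0378 and 0.0195. The 5 facilitative glucose transporters were all lower in AAV8-null livers at 16 dpc than at NP (median −0.71, adjusted p = 0.0230 from camera).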

GO analysis showed that “monocarboxylic acid metabolism”, “blood coagulation” and “sulfur compound metabolism” were the top GO categories of common DEGs (Fig. S3b), suggesting that the expression of a number of genes related to these processes are regulated independently of hepatocyte proliferation during pregnancy. These results support the idea that hepatocyte proliferation is relevant to the expression of specific genes, including those involved in glucose/glycogen metabolism.

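Of the 332 DEGs found only in AAV8-null livers between NP and 16 dpc, 321 changed in the same direction in AAV8-p21 livers, and 190 had an unadjusted p under 0.05 there in edgeR's quasi-likelihood test. Their median log2 fold change, counted in the direction of the AAV8-null livers, was 1.53 in AAV8-null livers and 0.80 in AAV8-p21 livers. These genes were picked by their change in AAV8-null livers, which alone makes the second value smaller. For the 108 DEGs of the AAV8-p21 list alone, counted in the direction of the AAV8-p21 livers, it was 1.41 in AAV8-p21 livers and 0.89 in AAV8-null livers, a fall of the same kind. Of the 108 DEGs found only in AAV8-p21 livers, 101 changed in the same direction in AAV8-null livers, and 73 had an unadjusted p under 0.05. The shared NP libraries favor the same direction in both lists. Of the 9 DEGs between AAV8-p21 and AAV8-null livers at 16 dpc, 3 were in the AAV8-null list alone, 3 in the AAV8-p21 list alone and 3 in both. Sgk1, H6pd and Pdk4 were in the AAV8-null list alone, and against NP their log2 fold changes in AAV8-p21 livers were 1.37, 0.75 and −0.48 (adjusted p = 0.108, 0.0961 and 0.822 from edgeR's quasi-likelihood test).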

### Hepatocyte proliferation during early to mid-gestation regulates maternal glucose homeostasis in late gestation

To investigate hepatic glucose/glycogen metabolism, liver glycogen concentration was measured 2 h after glucose administration to fasted mice. As expected, periodic acid-Schiff (PAS) staining for liver glycogen showed greater glycogen deposition in the liver of NP mice on glucose administration than in NP fasted mice (Fig. 4a, Null, NP, fast vs 2 h). Similar results were observed in 16 dpc mice with slightly more glycogen deposition than NP mice (Fig. 4a, Null, NP-dpc16, fast vs 2 h), which is consistent with previous studies showing that hepatic glycogen storage is increased during pregnancy^28^. Intriguingly, liver glycogen concentrations were significantly lower in AAV8-p21 mice than in AAV8-null mice at 16 dpc (Fig. 4a, Null, NP-dpc16, 2 h vs p21, NP-dpc16, 2 h; Fig. 4b, NP-dpc16). In addition, AAV8-p21 mice at 16 dpc exhibited increased glucose intolerance compared to AAV8-null mice (Fig. 4c, d), with greater placental glycogen deposition (Fig. 4e, NP-dpc16). However, there was little effect on glycogen deposition in both liver and placenta at 16 dpc when hepatocyte proliferation was inhibited after 10 dpc (Fig. 4a,b,e, dpc10-dpc16). During ad libitum feeding, inhibition of maternal hepatocyte proliferation resulted in hyperglycemia at 16 dpc (Fig. 4f) and fetuses of dams were significantly heavier, whereas there was no effect on fetal mass when maternal hepatocyte proliferation was inhibited after 10 dpc (Fig. 4g, h). Litter size tended to be smaller in AAV8-p21 mothers compared to AAV8-null mothers (Fig. 4i, NP-dpc16, Null vs p21). However, no correlation was found between mean litter weight and litter size (Fig. 4j), ruling out the possibility that the increase in fetal weight in the AAV8-p21 mother was due to changes in litter size. These results demonstrate that maternal hepatocyte proliferation in early to mid-pregnancy confers a high glycogen storage capacity to the liver and prevents hyperglycemia, excessive placental glycogen deposition, and fetal overgrowth.

**Fig. 4:**
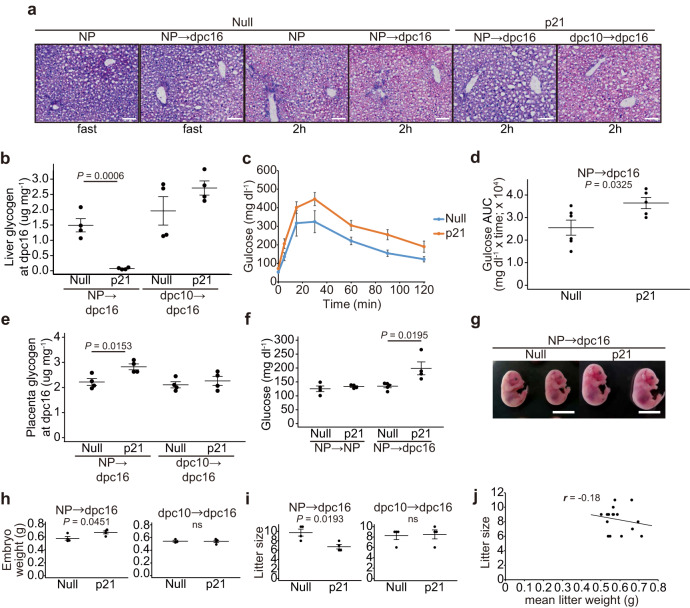
Midgestational periportal hepatocyte proliferation confers glycogen storage capacity to the maternal liver. **a** Representative PAS-stained images of livers from NP and 16 dpc mice injected with AAV8-null or AAV8-p21 at the indicated time points. Mice were fasted for 24 h (fast), followed by intraperitoneal administration of glucose for 2 h (2 h). Scale bars, 100 μm. **b** Liver glycogen content of 16 dpc mice injected with AAV8-null and AAV8-p21 at the indicated time points (*n* = 4 mice). Samples were collected 2 h after glucose administration to fasted mice. Intraperitoneal glucose tolerance test (**c**) and corresponding area under the curve (AUC) (**d**) of AAV8-null and AAV8-p21 mice at dpc16 (null, *n* = 6 mice; p21, *n* = 5 mice). **e** Placental glycogen content of 16 dpc mice treated as in (**b**) (*n* = 4 mice). **f** Serum glucose concentrations of ad libitum fed mice (null NP → NP, *n* = 4 mice; p21 NP → NP, *n* = 4 mice; null NP→dpc16, *n* = 5 mice; p21 NP→dpc16, *n* = 4 mice). **g** Representative images of E16.5 embryos from AAV8-null or AAV8-p21-injected dams. Scale bars, 10 mm. Average embryo mass (**h**) and average litter size (**i**) at E16.5 from AAV8-null or AAV8-p21-injected dams (null NP→dpc16, *n* = 4 dams; p21 NP→dpc16, *n* = 4 dams; null dpc10→dpc16, *n* = 4 dams; p21 dpc10→dpc16*, n* = 4 dams). **i** Pearson product-moment correlation coefficient between litter size and mean litter weight for **i**. Data were compared using the two-tailed Studentʹs *t* test. Data are mean ± s.e.m. (**b**, **d**, **e**, **f**, **h**, **i**).

### Characterization of transcriptomic zonation in maternal liver identified Hmmr as a protein expressed periportally in midgestation

We next investigated the zonation of hepatic gene expression during pregnancy and aimed to identify molecular mediators of periportal hepatocyte proliferation at midgestation. We isolated each lobular zone from cryosections of livers from NP, 8 dpc and 16 dpc mice using laser capture microdissection and subjected them to RNA-seq. Examination of the gene expression profiles for each zone revealed gene signatures for the CV and PV zones that persisted throughout gestation (Fig. S4a,b). These genes included the CV marker genes *Glul*, *Cyp1a2*, *Tbx3,* and *Axin2*, and a PV marker gene, *Cyp17a1*, which also showed robust zone-specific expression at the protein level (Fig. S4c). These results confirmed the accuracy of the microdissection of each lobular zone.

Comparative gene expression analysis identified DEGs for each lobular zone in NP vs. 8 dpc and in NP *vs*. 16 dpc mice (Fig. 5a). GO analysis showed that “actin cytoskeleton”, “extracellular matrix organization” and ‘vascularization’ were the top categories of DEGs in PA and CV zones at 8 dpc, consistent with liver remodeling during midgestation (Fig. S5b, c). At 16 dpc, “metabolism”, “catabolism” and “xenobiotic process“ were among the top GO categories in the PV, PA, and CV zones. This finding suggests a greater metabolic adaptation of hepatocytes during late gestation (Fig. S5d, e, f). Intriguingly, the top GO categories for upregulated DEGs in the PV zone at 8 dpc were highly related to cell division (Figs. 5b, c, S4d, S5a), consistent with the greater hepatocyte proliferation that occurred in the PV zone at 8 dpc (see Fig. 1). Of the 16 upregulated DEGs in the PV zone at 8 dpc, we focused on the hyaluronan-mediated motility receptor (Hmmr), a receptor for hyaluronan that has been associated with neoplastic processes and hepatic carcinoma^29–31^. Hepatocytes expressing Hmmr protein were significantly more numerous in the PV zone at 8 dpc, whereas they were barely detectable in the CV zone at 8 or 16 dpc (Fig. 5d, e, f).

**Fig. 5:**
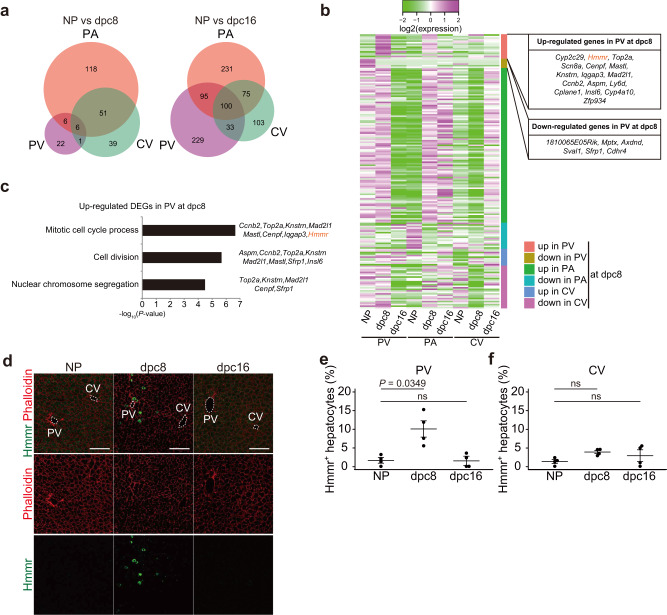
Analysis of zonation of hepatic gene expression at mid and late gestation. **a** Venn diagram of laser capture microdissection RNA-seq analysis showing DEGs for NP vs. 8 dpc (left) and NP vs. 16 dpc (right) in each zone. **b** Heatmap of DEGs for NP vs. 8 dpc in each zone. The mean of three independent experiments is shown. **c** GO analysis of upregulated genes in the PV zone at 8 dpc. **d** Representative immunofluorescence images for Hmmr protein and phalloidin in NP, dpc8 and dpc16 mouse liver lobules. PV and CV areas are indicted by white-dotted lines. Scale bars, 100 µm. Percentages of Hmmr^+^ hepatocytes in the PV (**e**) and CV (**f**) zones of maternal liver lobules. Each point represents the mean of *n* = 5 sections/mouse from *n* = 4 mice. Data were compared using Dunnett’s multiple comparison test (mean ± s.e.m.) (**e**, **f**).

### Hmmr is required for periportal hepatocyte proliferation in midgestation and maternal glucose homeostasis in late gestation

To characterize the role of Hmmr in hepatocyte proliferation during pregnancy, *Hmmr* was knocked down by intravenous administration of AAV8-shHmmr (Fig. 6a, b). We found that there were fewer Ki67^+^ proliferating cells in the PV zone in AAV8-shHmmr mice at 8 dpc, whereas knockdown of Hmmr had little effect on hepatocyte proliferation in the CV zone at 16 dpc (Fig. 6c, d). These results indicate that Hmmr is required for periportal hepatocyte proliferation at midgestation, but not for pericentral hepatocyte proliferation at late gestation. In addition, AAV8-shHmmr mice showed reduced liver mass at 8 dpc, which was compensated at 16 dpc (Fig. 6e), similar to AAV8-p21 mice (see Fig. 2b). Furthermore, AAV8-shHmmr mice at dpc16 exhibited lower liver glycogen concentrations (Fig. 6f), increased glucose intolerance (Fig. 6g, h), greater placental glycogen deposition (Fig. 6i) and fetal overgrowth (Fig. 6j, k) compared to AAV8-null mice, all recapitulating AAV8-p21 mice (see Fig. 4). There is no difference in litter size between AAV8-shHmmr and AAV8-null mothers (Fig. 6l). Furthermore, no correlation was found between mean litter weight and litter size (Fig. 6m), ruling out the possibility that the increase in fetal weight in the AAV8-shHmmr dam was due to changes in litter size. These results suggest that upregulation of Hmmr expression is required for periportal hepatocyte proliferation in midgestation and establish liver glycogen storage in pregnancy.

**Fig. 6:**
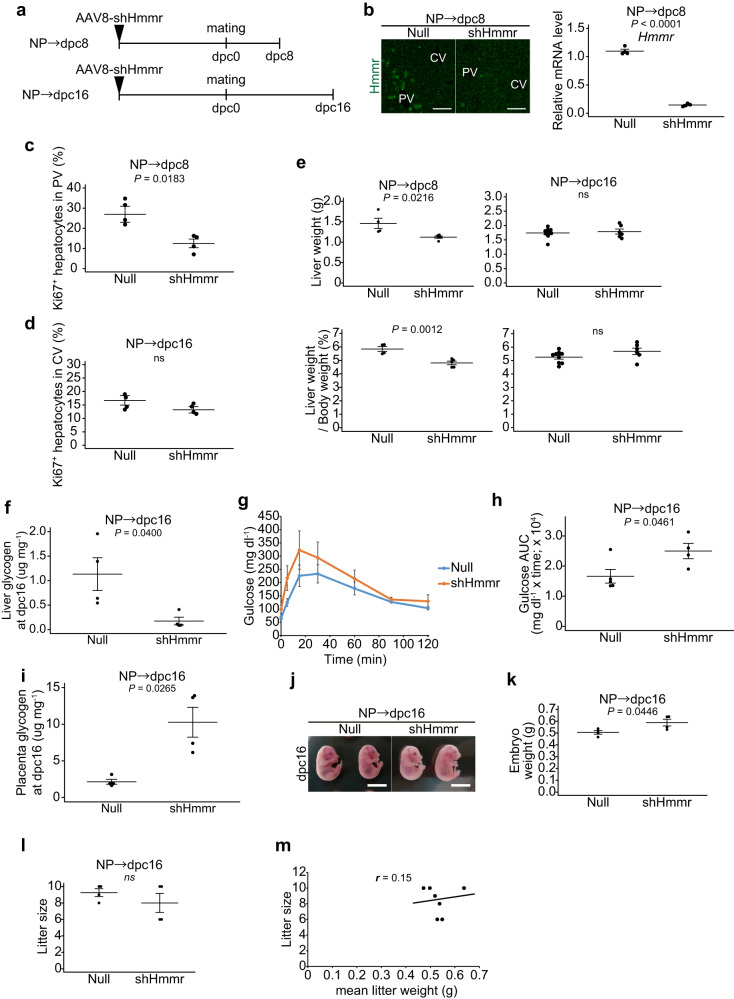
Hmmr regulates midgestational periportal hepatocyte proliferation and maternal glucose homeostasis. **a** Experimental design for AAV8-shHmmr injection. **b** Representative immunofluorescence images for Hmmr protein and relative expression of *Hmmr* mRNA in the livers of AAV8-shHmmr and control AAV8-null injected mice at 8 dpc (*n* = 4 mice). Scale bars, 100 µm. **c** Percentages of Ki67^+^ hepatocytes in the PV zone of livers of AAV8-shHmmr injected mice at 8 dpc (*n* = 4 mice). **d** Percentages of Ki67^+^ hepatocytes in the CV zone of livers of AAV8-shHmmr injected mice at 16 dpc (*n* = 4 mice). **e** Liver mass (top graph) and liver-to-body mass ratio (bottom graph) of mice injected with AAV8-null or AAV8-shHmmr at the indicated time points (Null NP→dpc8, *n* = 4 mice; shHmmr NP→dpc8, *n* = 5 mice; Null NP→dpc16, *n* = 9 mice; shHmmr NP→dpc16, *n* = 4 mice). **f** Liver glycogen content of 16 dpc mice injected with AAV8-null and AAV8-shHmmr (*n* = 4 mice). Samples were collected 2 h after glucose administration to fasted mice. Intraperitoneal glucose tolerance test (**g**) and corresponding AUC (**h**) of AAV8-null and AAV8-shHmmr mice at dpc16 (null, *n* = 5 mice; shHmmr, *n* = 4 mice). **i** Placental glycogen content of 16 dpc mice treated as in (**f**) (*n* = 4 mice). **j** Representative images of E16.5 embryos from AAV8-null and AAV8-shHmmr-injected dams. Scale bars, 10 mm. Average embryo mass (**k**) and average litter size (**l**) at E16.5 from AAV8-null or AAV8-snHmmr-injected dams (*n* = 4 dams). **m** Pearson product-moment correlation coefficient between litter size and mean litter weight for (**l**). Data were compared using the two-tailed Studentʹs *t* test. Data are mean ± s.e.m. (**b**–**f**, **h**, **i**, **k**, **l**).

## Discussion

Hepatocyte proliferation and hypertrophy during pregnancy have been previously reported in mice^6,8,9^, but the spatial regulation of these processes has not been investigated. In the present study, we delineated the zone-specific dynamics of hepatocytes during pregnancy in mice and identified a critical role of midgestational periportal hepatocyte proliferation for maternal glucose homeostasis in late pregnancy. In late pregnancy, maternal hepatic gluconeogenesis and glycogen deposition are increased, contributing to the maintenance of gestational euglycaemia^32^. Periportal hepatocytes are predominantly responsible for gluconeogenesis and glycogen synthesis from lactic acid in the liver^33^. The present study suggests that periportal hepatocytes increase in number during midgestation, prior to the subsequent high demand for gluconeogenesis and glycogen deposition.

In addition, periportal hepatocyte proliferation appeared to be necessary for the expression of a number of genes related to glucose uptake and glycogen storage in late pregnancy. Our results suggest that glucose/glycogen metabolism gene expression in hepatocytes during pregnancy is associated with cell cycle progression. Hepatocytes enter in the G0 phase in homeostasis^34^. Exit from G0 phase in mid-gestation may trigger cell cycle-dependent chromatin remodeling that allows expression of a number of genes required for glycogen storage in the liver at a later stage. Therefore, the arrest of hepatocytes in G0 phase by AAV8-p21 may suppress chromatin remodeling required for the expression of genes involved in glucose/glycogen metabolism. This suppression could result in impaired glycogen storage in the maternal liver, hyperglycemia, placental glycogen deposition, and fetal overgrowth.

Previous studies have suggested that hepatocyte hyperplasia or cell cycle progression contributes to gestational hepatomegaly^6,8^, but direct evidence based on a cell-cycle inhibition strategy is lacking. Our study using an AAV8-p21-mediated cell cycle inhibition system shows that hepatocyte proliferation contributes to liver weight gain at midgestation (8 dpc), but not at late gestation (16 dpc) (Fig. 2). Since hepatocyte hypertrophy is much more pronounced at late gestation compared to NP and midgestation (Fig. S1d), hypertrophy may contribute significantly to hepatomegaly at late gestation. Although the mechanism of hypertrophy is still unclear, our study identified late pregnancy signature genes that are regulated independently of hepatocyte proliferation (Fig. S3). These include a number of genes related to physiological liver function as well as intracellular signaling. The relationship between hepatocyte hypertrophy and the expression of these proliferation-independent genes should be investigated to understand the mechanism and physiological significance of hepatocyte hypertrophy and hepatomegaly in late pregnancy.

The remaining question of the present study is the external cues that trigger the proliferation of periportal hepatocytes during midgestation. One candidate is estrogen, a reproductive hormone that is elevated in serum during early pregnancy in mice^35^. However, a previous report by Milona et al. showed that administration of physiological doses of estrogen, which recapitulates the serum level of pregnant mice, has no effect on liver size^6^, although administration of super-physiological levels of estrogen to male mice induces hepatocyte proliferation^36^. Lactogenic hormones, which are thought to play a role in maternal glucose homeostasis in humans^37^, are another candidate regulator of hepatocyte proliferation in pregnancy. In addition to reproductive hormones, vagal signals that induce periportal hepatocyte proliferation during liver regeneration^38^ are likely to be involved. Vagal signals have been shown to induce hepatocyte proliferation by activating IL-6 production from macrophages^38^, and IL-6 expression is increased in the liver at midgestation^8^. The involvement of macrophages in hepatocyte proliferation during pregnancy should be investigated. Our study shows that Hmmr is required for periportal hepatocyte proliferation in midgestation. Previous studies have shown that the hyaluronan receptor CD44 is involved in hepatocyte proliferation during tumor development^39^. Whether the external cues activate the hyaluronan signaling to promote hepatocyte proliferation in midgestation needs to be investigated in the future.

The limitation of this study is the lack of human data. Since a recent study has shown that maternal liver expansion also occurs in humans^40^, it would be worth investigating whether impaired periportal hepatocyte proliferation in the maternal liver is relevant to fetal macrosomia or gestational diabetes in humans.

## Methods

### Mice

C57BL/6N mice purchased from Shimizu Laboratory Supplies Co. Ltd were used throughout the study. All experiments were performed on 8–14 week-old virgin female mice. The pregnant mice with 6-12 pups were used for analysis. Mice were sacrificed by cervical dislocation. All experiments were performed in accordance with the guidelines of the Kyoto University Regulations on Animal Experimentation, and the study was approved by the Committee for Animal Experiments of the Institute for Life and Medical Sciences, Kyoto University. We have complied with all relevant ethical regulations for animal use.

### Histology and immunofluorescence

Frozen liver sections prepared with optimal cutting temperature compound were used for immunofluorescence analysis and PAS staining. Sections were fixed in 4% paraformaldehyde and permeabilized with 0.5% Triton X-100 in Tris-buffered saline for 10 min at room temperature. The sections were then blocked with 5% bovine serum albumin for 1 h at room temperature and incubated with primary antibodies overnight at 4 °C. The following primary antibodies were used: anti-β-catenin (rabbit, 1:500, 9582; Cell Signaling Technology), anti-glutamine synthetase (mouse, 1:500, mab302; Millipore), anti-Ki67 (rabbit, 1:500, NB600-1209; Novus), anti-p21 (rat, 1:500, ab107099; Abcam), anti-CYP17a1 (rabbit, 1:500, 14447-1-AP; Proteintech) and anti-CD168 (rabbit, 1:250, ab124729; Abcam). Sections were then washed and incubated with secondary antibodies (Alexa Fluor 488-, Cy3- or Cy5-conjugated goat anti-rabbit, anti-rat, anti-mouse or anti-chicken antibodies; Jackson ImmunoResearch) for 1 hour. Cell nuclei were counterstained with 4′,6-diamidino-2-phenylindole (1:1,000, D1306; Thermo Fisher Scientific). Images were captured using an SP8 confocal microscope (Leica). For PAS staining, fixed sections were rinsed in tap water, immersed in periodic acid solution for 5 min, immersed in Schiff’s solution for 15 min, rinsed in tap water, and counterstained with haematoxylin for 1 min.

### AAV8 infection assay

Solutions (100 µl, 3.0 × 10^8^ genomic copies/ml) of *AAV8.TBG.PI.Cre.rBG* (gift of James M. Wilson; Addgene plasmid #107787) or control *AAV8.TBG.PI.Null.bGH* (gift of James M. Wilson; Addgene plasmid #105536) were administered to *R26-H2BGFP* mice by tail vein injection for Cre recombinase expression. Mouse *p21* cDNA was amplified from a mouse liver mRNA library using the primer pairs 5′-ACCATGTCCAATCCTGGTGATG-3′ and 5′-TCAGGGTTTTCTCTTGCAGAAG-3′ and subcloned between the BamHI and HindIII sites of the *AAV8.TBG.PI.Null.bGH* plasmid for p21 expression. Viral particle solutions (100 µl, 5.0 × 10^12^ genomic copies/ml) were administered to wild-type (WT) mice by tail vein injection. The shHmmr target sequence (5′-GACTCTCAGAAGAATGATAAA-3′)^41^ was subcloned between the XhoI and EcoRI sites of the *AAV8.TBG.PI.Null.bGH* plasmid for *Hmmr* knockdown. The viral particle solutions (100 µl, 5.0 × 10^12^ genomic copies/ml) were administered to WT mice by tail vein injection.

The mice were virus washed for at least 1 week prior to mating. All *AAV8* particle solutions used in this study were prepared by transfecting the indicated *AAV8* plasmids together with *pAAV2/8* and *pAd DltaF6* (Penn Vector Core, University of Pennsylvania) into HEK293T cells, followed by purification of viral particles from the cell culture supernatant by polyethylene glycol precipitation.

### Measurement of blood glucose concentrations

Blood samples were taken from the tail vein and blood glucose concentrations were measured using a Glutest Neo alpha (GT-1830; Sanwa Kagaku Kenkyusho Co., Ltd).

### Measurement of liver and placenta glycogen content

Liver and placenta glycogen content was determined using a glycogen assay kit (E2GN-100; BioAssay Systems) according to the manufacturer’s instructions. Briefly, liver and placental tissues (20 mg) were homogenized in 200 µl phosphate-buffered saline on ice and then boiled for 10 min to inactivate enzymes. The boiled samples were centrifuged at 15,000 × *g* for 10 min and the supernatants were collected. Next, 10 µl of each supernatant was added to a 96-well plate and mixed with 90 µl of hydrolysis enzyme mixture in each well. After 30 min incubation at room temperature, the absorbance was measured at 570 nm and the glycogen content was determined by reference to a simultaneously generated standard curve.

### Intraperitoneal glucose tolerance test

Mice were fasted for 24 h, followed by intraperitoneal administration of glucose (1.5 mg/g). Blood samples were taken from the tail vein at 0, 5, 15, 30, 60, 90, and 120 min after glucose administration. Blood glucose concentrations were measured using a Glutest Neo alpha (GT-1830; Sanwa Kagaku Kenkyusho Co., Ltd).

### RNA extraction and quantitative reverse transcription-polymerase chain reaction

RNA was extracted from liver samples using an RNeasy Micro Kit (Qiagen) according to the manufacturer’s instructions. RNA (1 μg) was reverse transcribed using random primers, and the resulting cDNA was subjected to quantitative reverse transcription-polymerase chain reaction analysis using a KAPA SYBR FAST Universal qPCR Kit. Primer sequences were as follows: *Hmmr* forward, 5ʹ-AACAACTGGATGCCTTTGAAGCCG-3ʹ; *Hmmr* reverse, 5ʹ-AGCCTTGGAAGGGTCAAAGTGTCT-3ʹ; *β-actin* forward, 5ʹ-CCAGCCTTCCTTCTTGGGTAT-3ʹ; and *β-actin* reverse, 5ʹ-TGTTGGCATAGAGGTCTTTACGG-3ʹ; *Cdkn1a* forward, 5ʹ-CGAGAACGGTGGAACTTTGAC-3ʹ; *Cdkn1a* reverse, 5ʹ-CAGGGCTCAGGTAGACCTTG-3ʹ.

### RNA-seq analysis for whole liver samples

RNA was extracted from liver samples using an RNeasy Mini Kit, and high-quality RNA samples were selected (RIN > 7). In RNA-seq of whole liver samples, 200 ng of total RNA was used to generate RNA-seq libraries using a TruSeq Stranded mRNA library prep kit (Illumina) in accordance with the manufacturer’s instructions. The obtained libraries were sequenced on the Illumina NextSeq 500 (single-end 86 bp). The sequenced reads were mapped to the mm10 mouse reference genome using HISAT2^42^ (version 2.1.0) with the GENCODE^43^ vM25 annotation gtf file after trimming the adapter sequences and low-quality bases using cutadapt^44^ 1.14. Uniquely mapped reads were counted and summarized at the gene level (protein-coding) using HTSeq-count^45^ v0.12.4 and the GENCODE^43^ vM25 annotation file. The DEGs were identified by calculating fold changes and false discovery rates (FDRs) with Wald test followed by Benjamini–Hochberg correction for multiple testing using DESeq2^46^ v1.16.1.

### RNA-seq analysis for liver lobular zones

RNA was extracted from liver samples using an RNeasy Mini Kit, and high-quality RNA samples were selected (RIN > 7). We used 50 ng of total RNA to generate RNA-seq libraries using a KAPA RNA HyperPrep Kit with RiboErase (Roche) in accordance with the manufacturer’s instructions. The obtained libraries were sequenced on the Illumina NextSeq 500 (single-end 86 bp). The sequenced reads were mapped to the mm10 mouse reference genome using HISAT2^39^ (version 2.1.0) with the GENCODE^43^ vM22 annotation gtf file after trimming the adapter sequences and low-quality bases using cutadapt^44^ 1.18. Uniquely mapped reads were used for further analyses. The DEGs were identified by calculating fold changes and FDR using Cuffdiff within the Cufflinks^47^ v.2.2.1 package and GENCODE vM22 annotation file (protein-coding).

### Laser capture microdissection

Liver samples were embedded in optimal cutting temperature compound. Sections of 5 µm thickness were prepared, mounted on polyethylene naphthalate membrane-coated slides (11505158; Leica), dried at room temperature for 5 s, fixed in acetone for 2 min and then stored at −80  °C. The fixed tissue sections were microdissected using an LMD7000 (Leica). Tissue fragments were captured and collected in sampling tubes (BMC-06; BMBio) containing RLT buffer (Qiagen). Areas of 2 mm^2^ from each zone were subjected to RNA-seq.

### GO analysis

GO analysis of RNA-seq data was performed using Metascape^48^. Statistically significant enrichments were defined as *P* < 0.01.

### GSEA

GSEA was performed using GSEA software provided by the Broad Institute of MIT and UC San Diego.

### Statistics and reproducibility

Data are represented as mean ± standard error of the mean (s.e.m.) or standard deviation (s.d.). All experiments were performed independently at least four times in different mice. Two samples and multiple samples were compared using the two-tailed Studentʹs *t* test and Dunnett’s multiple comparison test, respectively. Correlation between litter size and litter weight was calculated by Pearson product-moment correlation coefficient. Statistical analyses were performed with Excel or R 4.0.1. The statistical analysis method used for each analysis is indicated in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Description of additional supplementary files

Supplementary Data 1

Reporting Summary

## Data Availability

Source data for graphs and charts can be found in Supplementary Data 1. The RNA-seq data for AAV8-p21 administrated whole liver samples and laser capture microdissected liver lobular zones are available in Gene Expression Omnibus data set with accession number GSE181876. Reviewers can access our private data using the following link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE181876. The data will be available to the public after the publication of the manuscript. All other data are available from the corresponding author upon reasonable request.

# Supplementary material for: Periportal hepatocyte proliferation at midgestation governs maternal glucose homeostasis in mice
**Source:** Commun Biol. 2023 Dec 4;6:1226. doi: 10.1038/s42003-023-05614-3
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary information

**Periportal hepatocyte proliferation at midgestation governs  
maternal glucose homeostasis in mice**

Supplementary information includes :

Supplementary Figures 1 to 5

**a**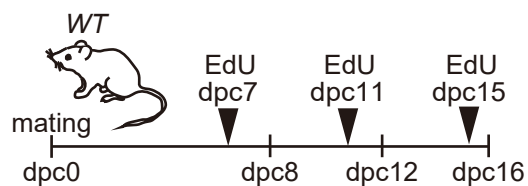**b**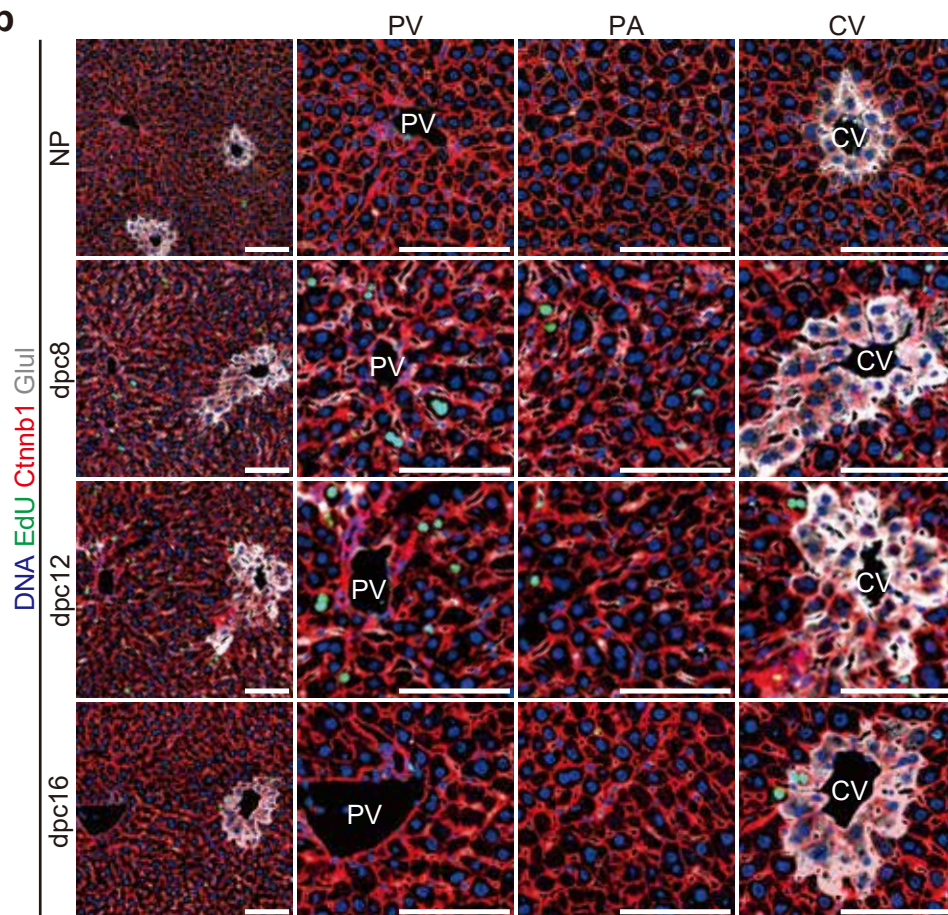**c**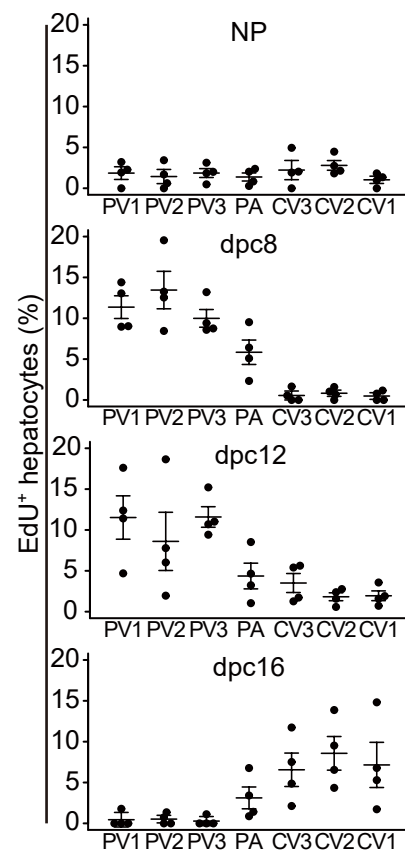**d**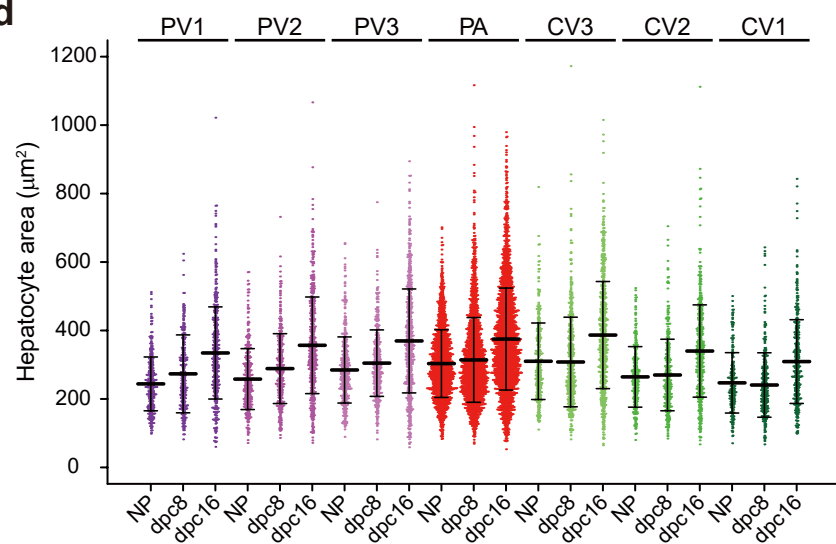

**Supplementary Figure 1. Hepatocyte proliferation and size is spatio-temporally regulated during pregnancy.** **a**, Experimental design showing EdU administration and sampling days during pregnancy. **b**, Representative immunofluorescence images for EdU, Glul and catenin beta1 (Ctnnb1) in NP and pregnant mouse liver lobules. **c**, Percentages of EdU-positive hepatocytes in each zone. Each point represents the mean of n = 4 mice (5 sections/mouse). **d**, Hepatocyte size in each liver lobular zone of NP, dpc8 and dpc16 mice (PV1 NP, n = 347; PV1 dpc8, n = 315; PV1 dpc16, n = 450; PV2 NP, n = 390; PV2 dpc8, n = 375; PV2 dpc16, n = 538; PV3 NP, n = 450; PV3 dpc8, n = 440; PV3 dpc16, n = 645; PA NP, n = 1750; PA dpc8, n = 2140; PA dpc16, n = 2850; CV3 NP, n = 340; CV3 dpc8, n = 513; CV3 dpc16, n = 695; CV2 NP, n = 270; CV2 dpc8, n = 365; CV2 dpc16, n = 510; CV1 NP, n = 225; CV1 dpc8, n = 315; CV1 dpc16, n = 387. Samples from three mice were combined as one sample. Scale bars, 100  $\mu$ m. Data are mean  $\pm$  s.e.m. (**c**) and mean  $\pm$  s.d. (**d**).

**a**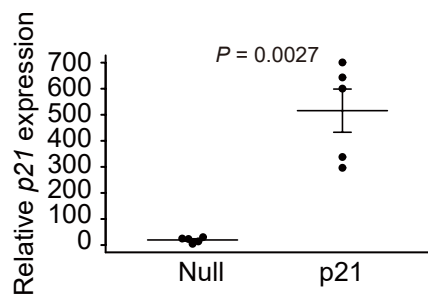**b**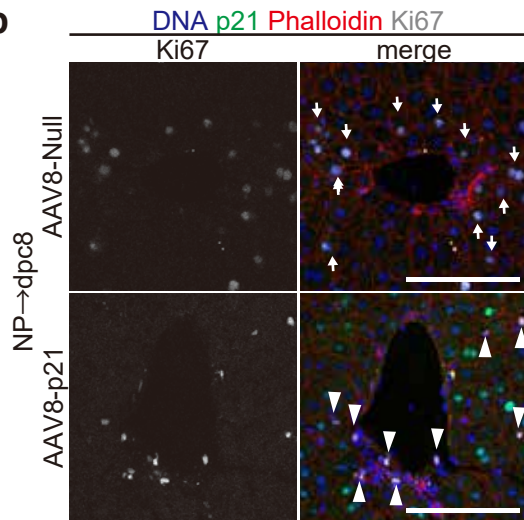**c**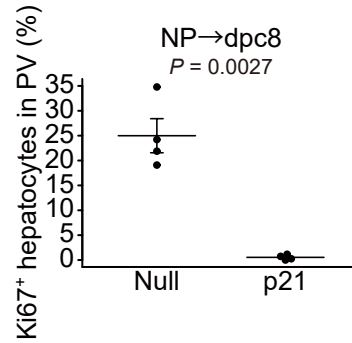**d**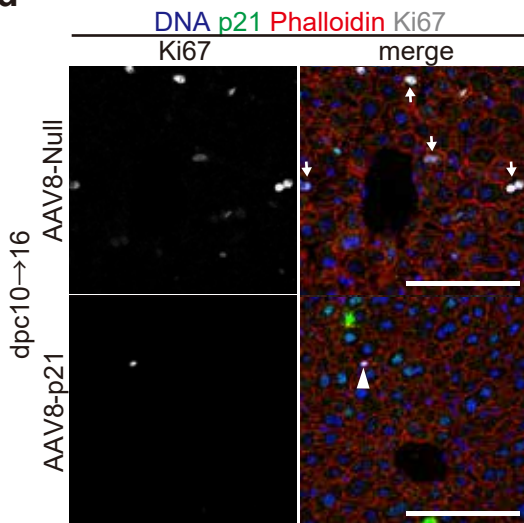**e**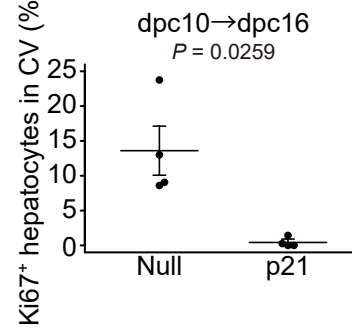**f**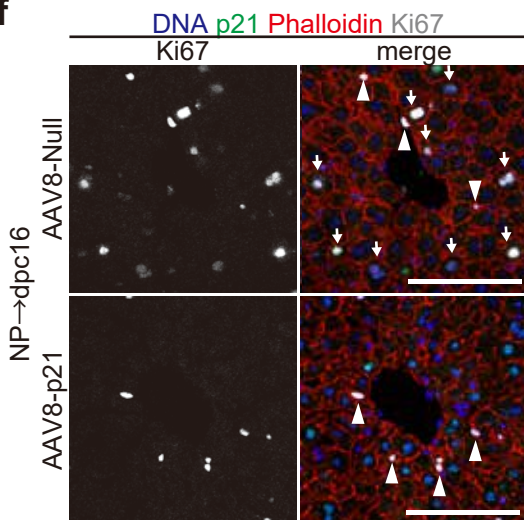**g**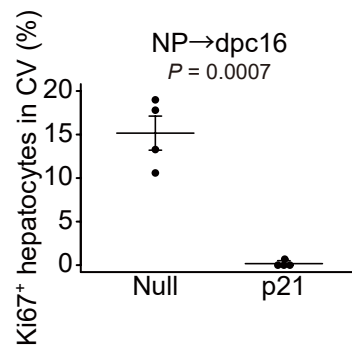

**Supplementary Figure 2. Inhibition of hepatocyte proliferation by AAV8-p21 during pregnancy.** **a**, Quantitative PCR analysis of *p21* expression in the liver of AAV8-null or AAV8-p21-injected mice. **b**, Representative immunofluorescence images for p21 and Ki67 in the liver of AAV8-null or AAV8-p21-injected mice at dpc8. **c**, Percentages of Ki67-positive hepatocytes in the PV zone in **b** (n = 4 mice). **d**, Representative immunofluorescence images for p21 and Ki67 in the livers of dpc16 mice injected with AAV-null or AAV8-p21 at dpc10. **e**, Percentages of Ki67-positive hepatocytes in the CV zone in **d** (n = 4). **f**, Representative immunofluorescence images for p21 and Ki67 in AAV8-null or AAV8-p21 injected mouse livers at dpc16. **g**, Percentages of Ki67-positive hepatocytes in CV zone in **f** (n = 4 mice). Arrowheads indicate Ki67-positive non-parenchymal cells, arrows indicate Ki67-positive hepatocytes. Scale bars, 100  $\mu$ m (**b**, **d**, **f**). Data are mean  $\pm$  s.e.m.; two-tailed Student's t-test (**a**, **c**, **e**, **g**).

**a**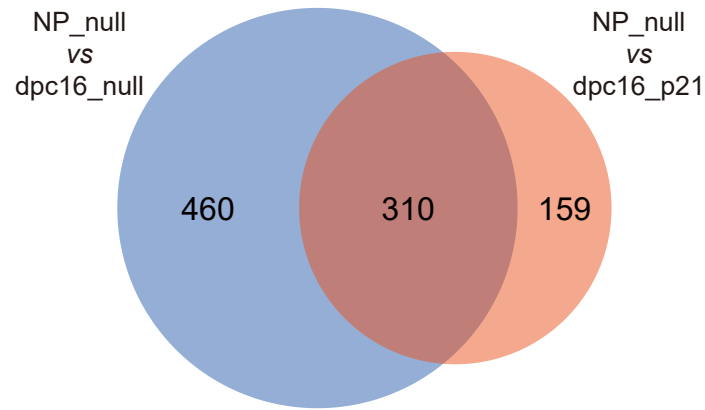**b**

GO for common DEGs (310genes) in null and p21 liver at dpc16

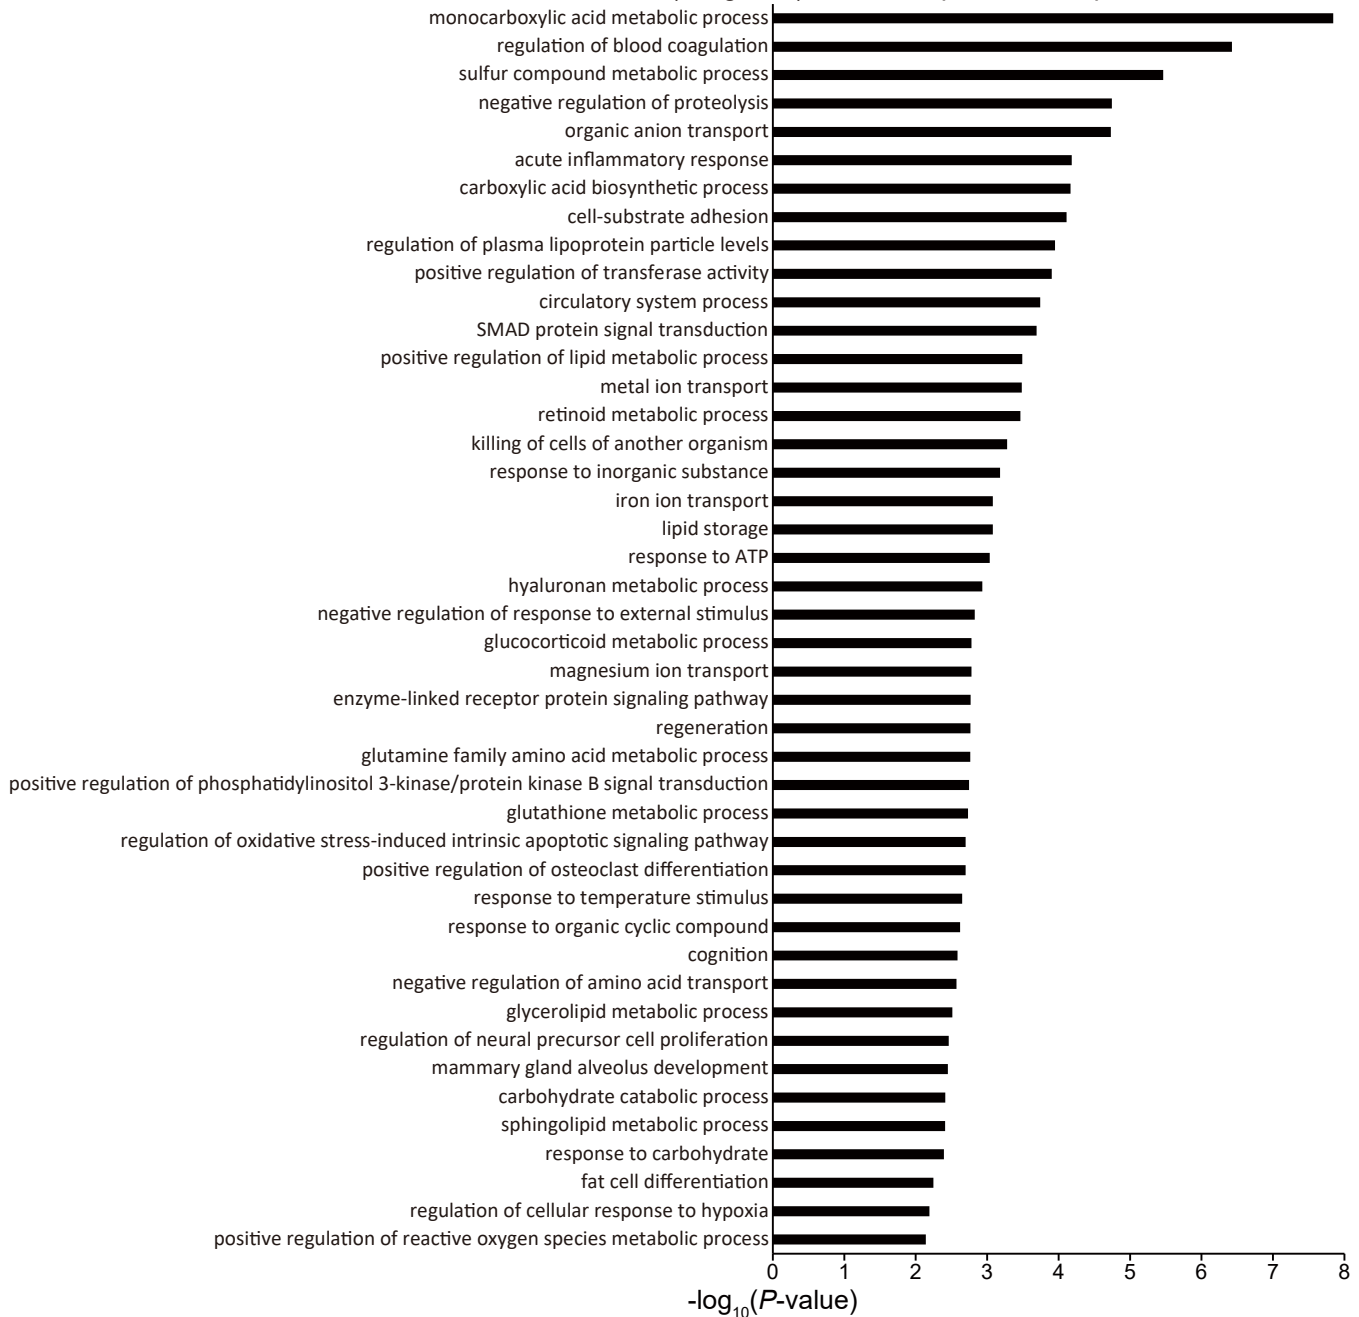

### Supplementary Figure 3. Characterisation of pregnancy signature genes

**regulated independently of hepatocyte proliferation.** **a**, Venn diagram of RNAseq analysis showing DEGs for NP-null vs. 16dpc-null and NP-null vs. 16dpc-p21 liver samples. 

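Against NP AAV8-null livers, 2578 genes had an unadjusted p under 0.05 in AAV8-null livers and 1949 in AAV8-p21 livers of 16 dpc, where chance alone gives 609. The libraries of the compared groups did not overlap for 24.6% of the genes in AAV8-null livers and 20.2% in AAV8-p21 livers, against 10% by chance. With single libraries left out in turn, the common DEGs numbered between 132 and 270.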

310 genes are common DEGs. **b**, GO analysis of common DEGs.

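Serpina16 (chromosome 12 from 103668808 to 103676139), with 0 counts in the 3 NP AAV8-null livers, was at least 40.0-fold higher in AAV8-null and 42.9-fold higher in AAV8-p21 livers of 16 dpc (adjusted p = 0.0188 and 0.0249 from edgeR's quasi-likelihood test), and it remained a DEG in 4 and 2 of the 6 fits with a library left out. Slc22a2, with 10 to 86 counts in the AAV8-null livers of 16 dpc, was at least 16.4-fold higher in their mean (adjusted p = 0.0233 from the same test, a DEG in 4 of the 6 such fits). Pnpla5 was at least 27.0-fold higher in the mean of the AAV8-p21 livers (adjusted p = 0.0225 from the same test), but 1 of these livers had 1 count, below detection, and the gene remained a DEG in 2 of the 6 fits. Among the falls in AAV8-null livers, Smim22 was at least 6.83-fold, Ntrk2 at least 15.7-fold and Sult2a3 at least 25.9-fold lower at 16 dpc (adjusted p = 0.00290, 0.00116 and 0.0134 from the same test), and they remained DEGs in 6, 6 and 4 of the 6 fits. In AAV8-p21 livers, C1s2 was at least 42.8-fold and Naip6 at least 2.71-fold lower (adjusted p = 0.000122 and 0.0187 from the same test), and they remained DEGs in 6 and 3 of the 6 fits. Sult2a5 had a log2 fold change of −5.63 there (adjusted p = 0.0299 from the same test) and was a DEG in 0 of the 6 fits with a library left out. In the NP livers, Sult2a3 had 35 to 219 counts and Naip6 had 2 to 17, of which the lowest is below detection. C1s2, Sult2a3, Sult2a5 and Naip6 belong to families with close copies, so their counts are uncertain.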

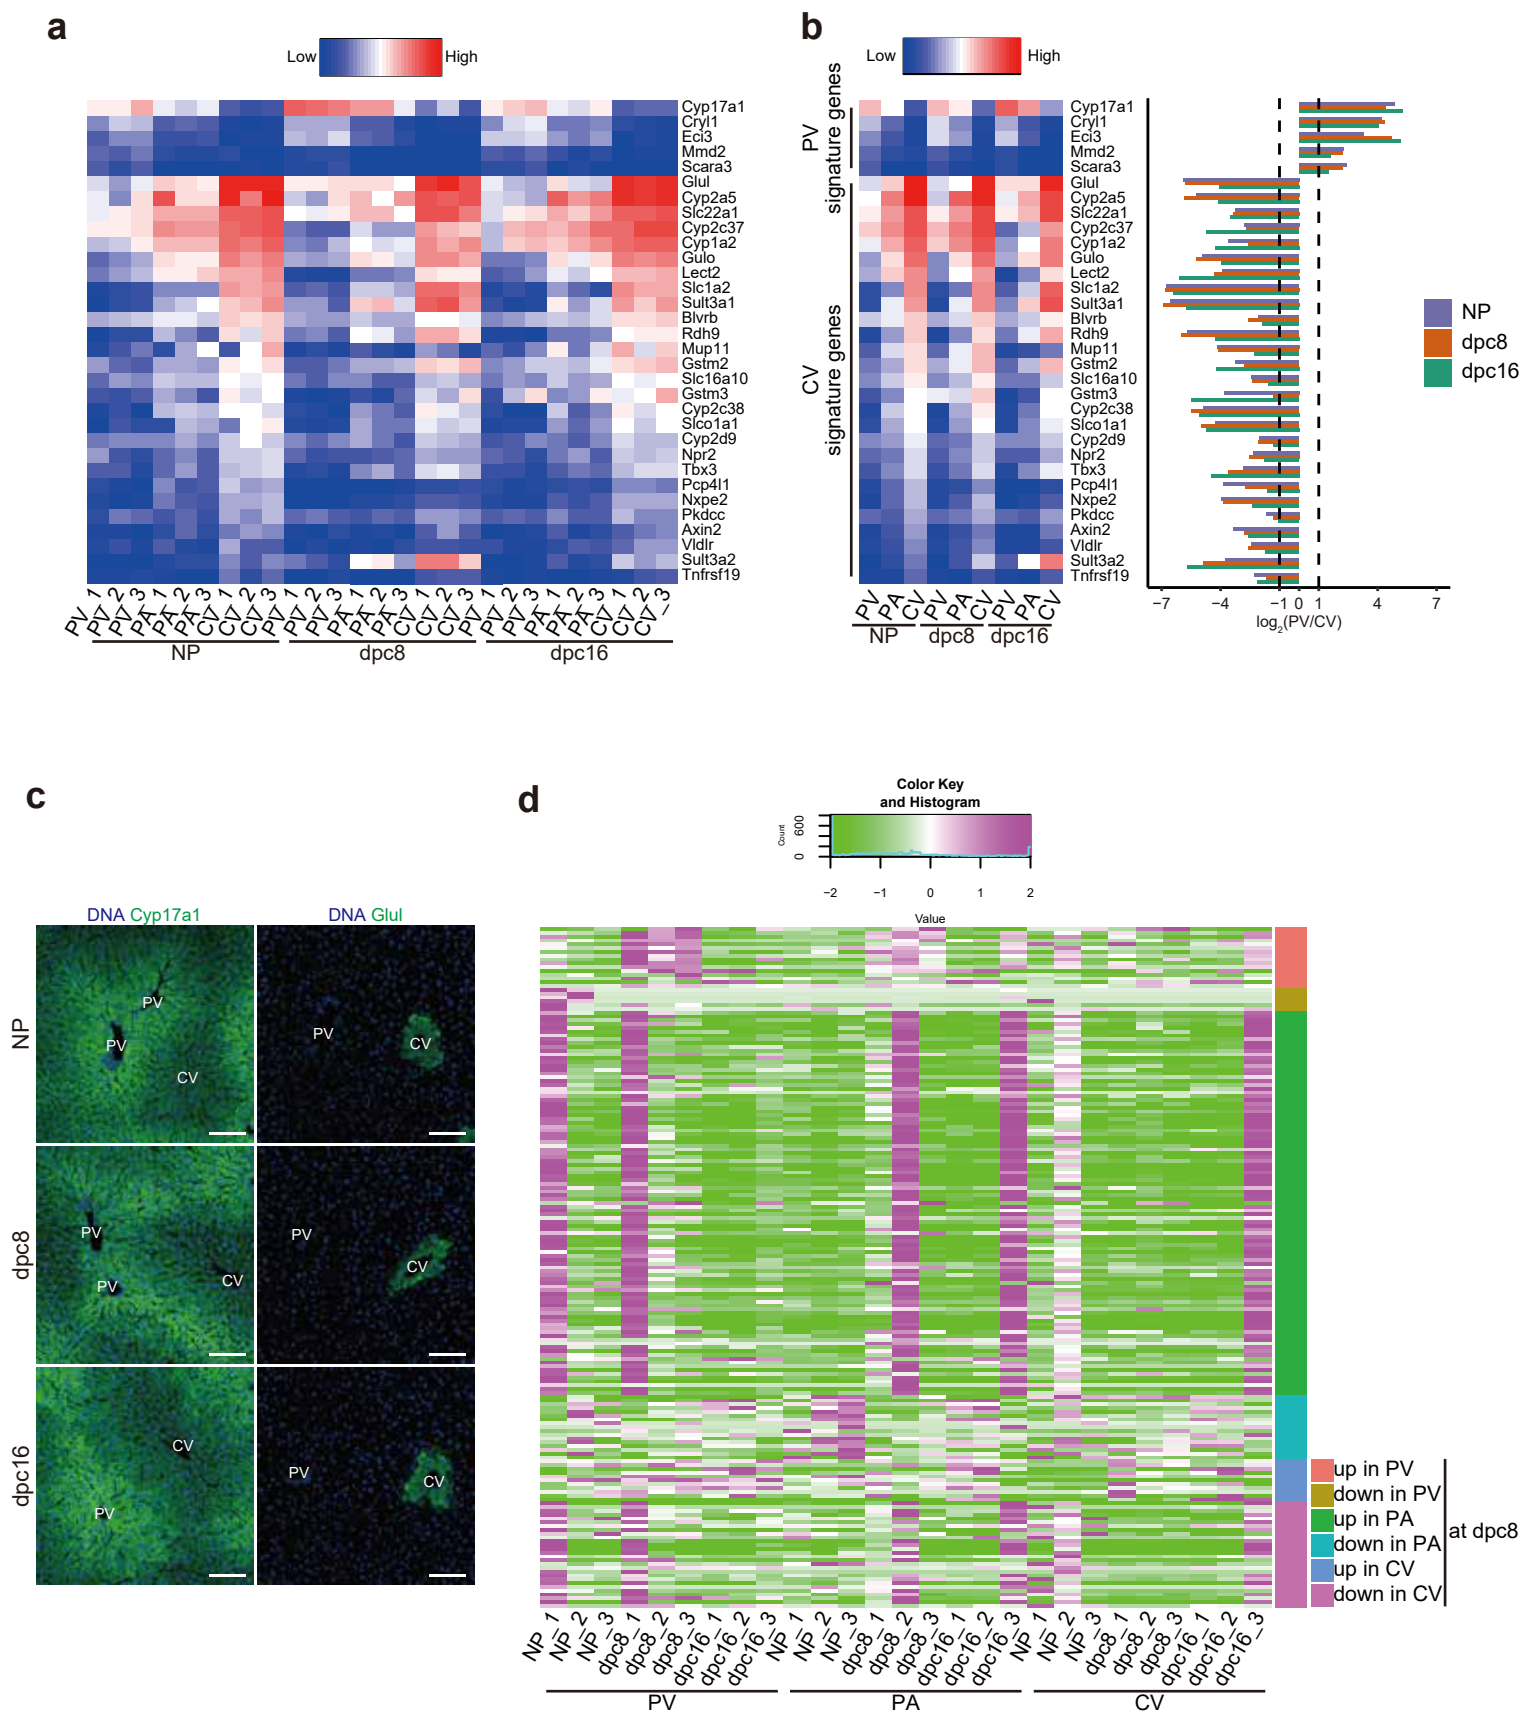

**Supplementary Figure 4. Robust transcriptional zoning during pregnancy.** **a, b**, Heatmap of specific gene expression in the PV and CV zones during pregnancy. Heatmap of three independent experiments (**a**) and mean (**b**) are shown. **c**, Representative immunofluorescence images for Cyp17a1, a PV/PA zone marker, and Glul, a CV zone marker, in NP, dpc8 and dpc16 mouse livers. **d**, Heatmap of three independent experiments from Fig. 5b. Scale bars, 100  $\mu$ m.

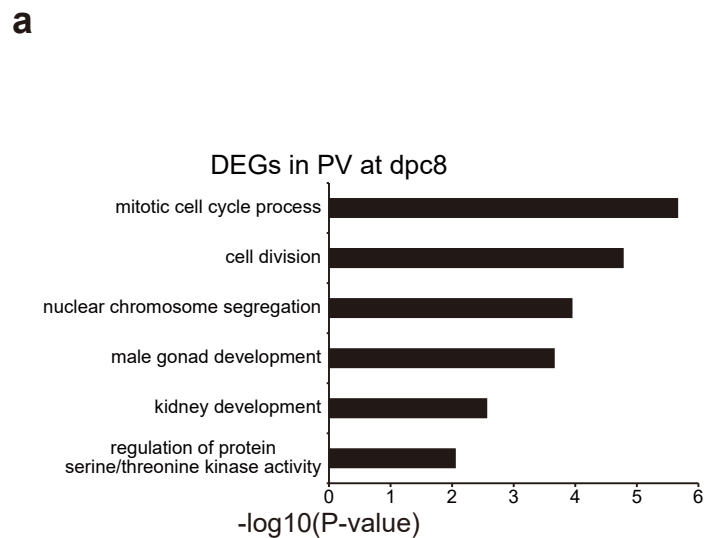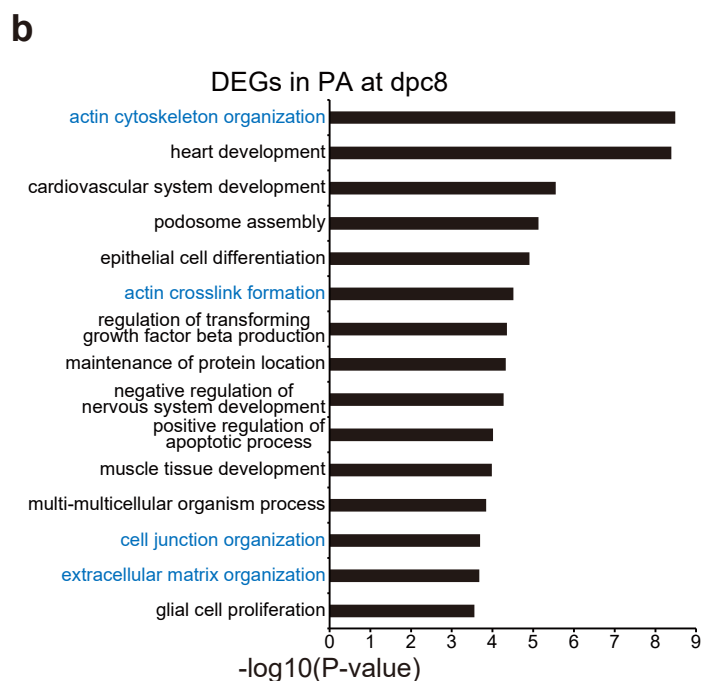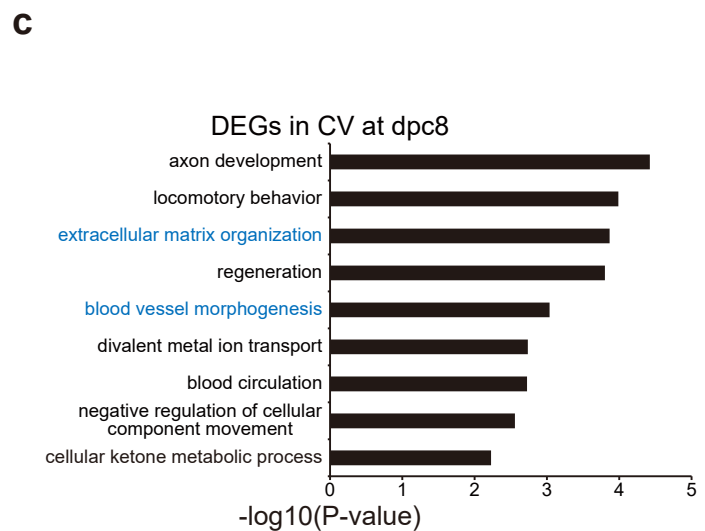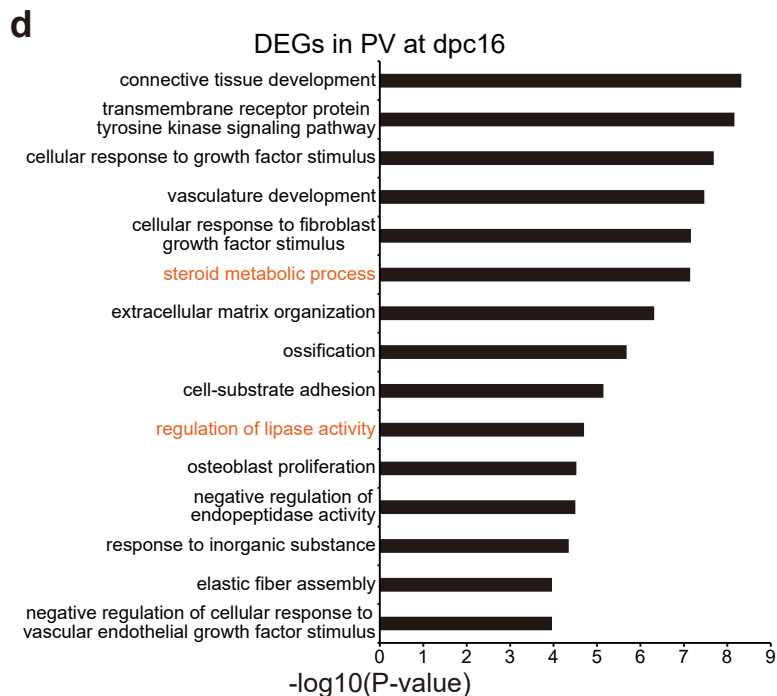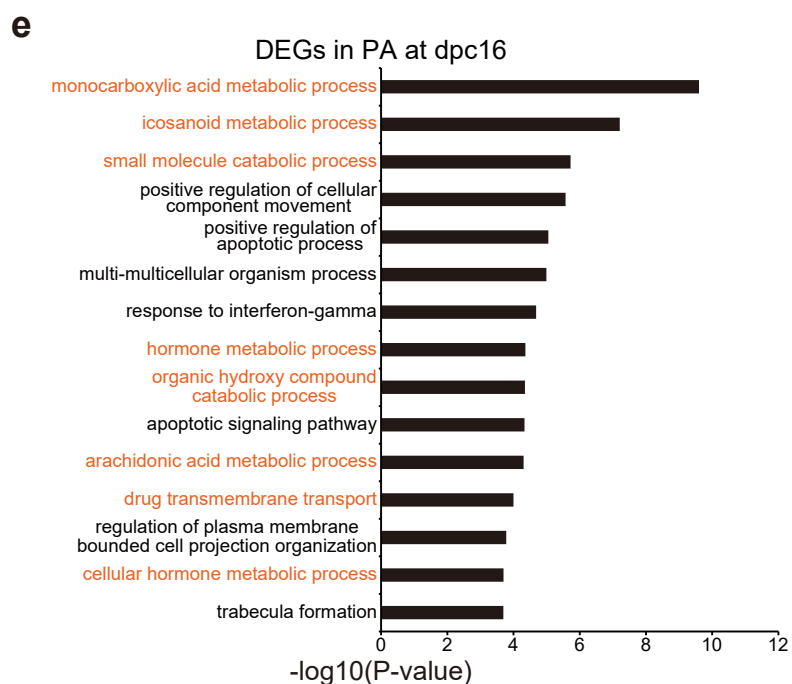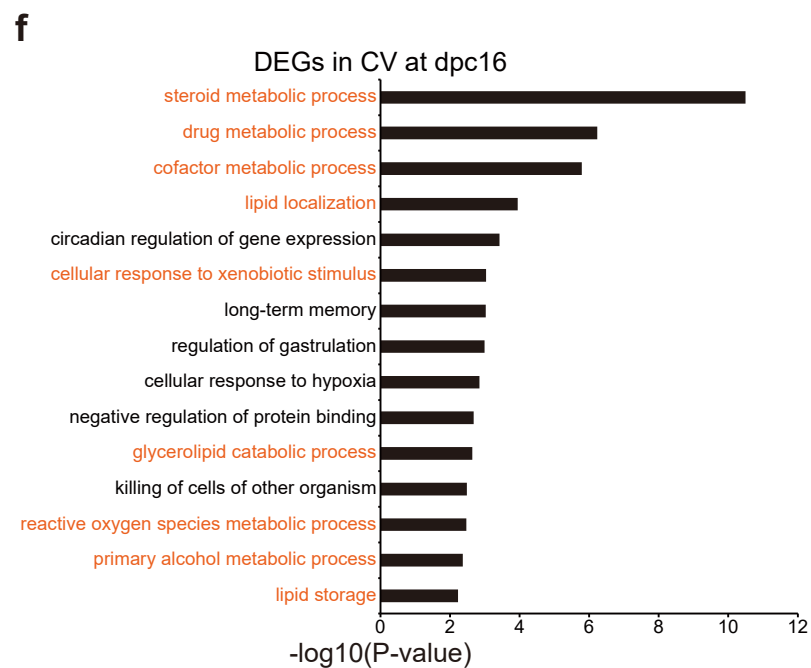

**Supplementary Figure 5. GO analysis of DEGs in each zone during pregnancy. a,** GO analysis of DEGs for NP *vs.* dpc8 in the PV zone. **b,** GO analysis of DEGs for NP *vs.* dpc8 in the PA zone. **c,** GO analysis of DEGs for NP *vs.* dpc8 in the CV zone. **d,** GO analysis of DEGs for NP *vs.* dpc16 in the PV zone. **e,** GO analysis of DEGs for NP *vs.* dpc16 in the PA zone. **f,** GO analysis of DEGs for NP *vs.* dpc16 in the CV zone.

# Supplementary material for: Periportal hepatocyte proliferation at midgestation governs maternal glucose homeostasis in mice
**Source:** Commun Biol. 2023 Dec 4;6:1226. doi: 10.1038/s42003-023-05614-3
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection LAS X (3.5.7.23225) was used for capturing confocal images.

Data analysis For statistical analysis, Excel 2019 and R (4.0.1) were used. For image analysis, LAS X (3.5.7.23225) and Image J Fiji (1.54b) were used.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw data from RNA-seq was deposited to a public database. All materials are readily available from the authors upon request or from standard commercial sources. There are no restrictions on availability of the materials used in the study.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

n/a ☐ Involved in the study

☐ ☒ Antibodies

☐ ☒ Eukaryotic cell lines

☒ ☐ Palaeontology and archaeology

☐ ☒ Animals and other organisms

☒ ☐ Clinical data

☒ ☐ Dual use research of concern

### Methods

n/a ☐ Involved in the study

☒ ☐ ChIP-seq

☒ ☐ Flow cytometry

☒ ☐ MRI-based neuroimaging

## Antibodies

Antibodies used

anti- $\beta$ -catenin Cell Signaling Technology Cat#9582 Clone 6B3  
 anti-glutamine synthetase Millipore Cat#mab302 Clone GS-6  
 anti-Ki67 Novus Cat#NB600-1209  
 anti-p21 Abcam Cat#ab107099 Clone HUGO291  
 anti-CYP17a1 Proteintech Cat#14447-1-AP  
 anti-CD168 Abcam Cat#ab124729 Clone EPR4054  
 Alexa Fluor 488-conjugated goat anti-rabbit Jackson ImmunoResearch Inc. Cat#111-546-047

Alexa Fluor 488-conjugated goat anti-chicken Jackson ImmunoResearch Inc. Cat#103-547-008  
 Cy3-conjugated goat anti-mouse Jackson ImmunoResearch Inc. Cat#115-166-072  
 Cy3-conjugated goat anti-rabbit Jackson ImmunoResearch Inc. Cat#111-166-047  
 Cy5-conjugated goat anti-mouse Jackson ImmunoResearch Inc. Cat#115-175-166

Validation

The validation data of the primary antibodies is provided on manufacturer's website.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

HEK293T cells were obtained from the RIKEN Cell Bank.

Authentication

HEK293T cells were authenticated by the RIKEN Cell Bank.

Mycoplasma contamination

Mycoplasma contamination was regularly tested by PCR.

Commonly misidentified lines  
 (See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

For analysis of wild type mice, C57BL/6N line was used. 8 weeks to 12 months old mice were used.

Wild animals

This study does not involve wild animals.

Reporting on sex

Only female mice were used for analysis of pregnancy.

Field-collected samples

This study does not involve samples collected from the field.

Ethics oversight

The animal experiments were approved by the Committee for Animal Experiments of the Institute for Life and Medical Sciences, Kyoto University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

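RNA was sequenced from the livers of 15 mice in 5 groups of 3, which were NP, 8 dpc and 16 dpc mice injected with AAV8-null and 8 dpc and 16 dpc mice injected with AAV8-p21. The authors trimmed the reads with cutadapt, aligned them to mm10 with HISAT2 and counted the uniquely mapped reads of protein-coding genes with HTSeq-count, and the deposited table gives these raw counts for 21702 genes in each library. Whether the counting used the strand and how it treated overlapping genes is not stated in the paper's text, so genes that overlap on opposite strands and genes with close copies are uncertain. The laser capture microdissection samples were not analysed here.

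Each library was matched to its group through the sample labels and the column names of the table. The numbers of the 3 libraries of the AAV8-p21 group at 16 dpc do not all match between the table and the labels, and no match was assumed, so they were used as replicates without a number. The replicate numbers of the other groups come from the labels and were used as a block in an alternative fit. Same-numbered samples are different mice.

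The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filter of filterByExpr (minimum count 10, which kept 12172 genes), one model of all 15 libraries (10 residual degrees of freedom, common biological coefficient of variation 0.277) and Benjamini-Hochberg adjustment. DEGs have an adjusted p-value under 0.05 and a log2 fold change above 1 or below −1. These thresholds are the dashed lines of Fig. 3a, since the paper's text does not name them. The comparisons were AAV8-p21 with AAV8-null at 16 dpc and at 8 dpc, AAV8-null at 16 dpc and at 8 dpc with NP, AAV8-p21 at 16 dpc with NP, and the interaction of virus and stage. Gene sets were tested with camera in limma 3.58.1 (inter-gene correlation 0.01) and with fgsea 1.28.0, on 12 Reactome sets and on lists of marker and target genes written by hand. For single genes, exact two-sided permutation tests on log2 CPM with a pseudocount of 0.5 were added, which cannot go below 0.1 with 3 mice against 3. List means of log2 CPM were tested in the same way, and for the interaction by exchanging the virus labels within each stage. That exchange supposes no virus difference at either stage, so its p does not test the interaction alone. Gene positions, GC content and length come from GENCODE M21 on GRCm38, where 21588 of the 21702 genes were found, including 12170 of the 12172 tested.

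Total counts per library lay between 12280709 and 17615185. A group whose libraries all had 3 or fewer counts of a gene was taken as below detection, and folds against such a group were computed against 3 counts and are lower bounds. These bounds use the mean of the other group and cover counting error only.

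The named genes were chosen by a rule. They are the genes the paper names for these samples (Slc45a3, Sgk1, H6pd, Pdk4), the gene carried by the virus (Cdkn1a), genes the paper names for other experiments, and in each comparison the 5 DEGs with the largest rise and the 5 with the largest fall among those whose 3 libraries in one group all lie on one side of the other group, of which up to 3 each are given. Some genes that this rule picks are not reported here.

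The alternatives were DESeq2's size factors, no filter on low counts, at least 10 counts in every library, the DESeq2 1.42.0 Wald test on all 15 libraries or on the compared groups alone, limma voom with sample weights, edgeR on the compared groups alone, the replicate block, Cdkn1a left out, the adjusted p alone as threshold, and each library left out in turn. The procedures were tested on simulated counts with 200 changed genes. The main test recovered 90% of them with 9 other calls among 12003 genes, DESeq2 on all 15 libraries 94% with 15 other calls among 12171 genes, and DESeq2 on the compared groups 91% with 39 other calls among 12169 genes. For a comparison without changed genes, the main test made 0 calls. In the simulation each gene varied independently, and all changes had the same size, above the log2 threshold. In the real libraries many genes can differ together, and a split of NP and 8 dpc AAV8-null livers across their groups gave 528 DEGs. These rates therefore need not hold for the real data. Figures were drawn with matplotlib 3.10.9.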

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

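Of the tests in this part, all but the camera test of the mitotic list were chosen only after the result was seen.

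The difference between AAV8-p21 and AAV8-null livers was larger at 16 dpc than at 8 dpc for each of the 4 genes of Fig. 3d, and for 2 of them the change between the stages passed a test over these 4 genes. These are p21 signature genes, called in the paper from the same livers of 16 dpc, which favors this direction before any test. On the log2 scale the difference changed by −3.96 for Pdk4 and by −1.94 for Sgk1, by the interaction term in edgeR's quasi-likelihood model. Adjusted over the 4 genes, p was 0.00779 and 0.0131 in this test, and neither gene passed over all 12172 genes (adjusted p = 1.00 for both in the same test), where 376 genes had an unadjusted p under 0.05 and chance alone gives 609. With each of the 12 libraries of these groups left out in turn, the change stayed between −4.50 and −2.07 for Pdk4 and between −2.65 and −1.66 for Sgk1, and the largest unadjusted p of the quasi-likelihood test was 0.0200, so a single library does not account for it. A difference in feeding may contribute. The fasting and PPAR-alpha targets without Pdk4 were shifted downward in the interaction as a set (camera p = 0.00789, 11 of 14 genes lower, median log2 change −0.27), but the exact permutation p of the list mean was 0.605 when virus labels were exchanged within each stage, so this shift is within what single mice give. A difference in glucocorticoid exposure would be expected to lower other targets together with Sgk1. Without Cdkn1a and Sgk1, the glucocorticoid targets moved the other way in the interaction (camera p = 9.0e-08, exact permutation p = 0.115, 11 of 12 genes higher, median 1.03). The calling of the genes on the same livers, feeding state and an effect of p21 in late pregnancy cannot be told apart by these data.

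The set of facilitative glucose transporters also differed between the stages, with a camera p of 1.4e-08 for the interaction. All 5 tested genes were lower in AAV8-p21 livers at 8 dpc and higher at 16 dpc, and the median log2 change between the stages was 0.86. The adjusted p of camera was 1.7e-07 with the preset correlation and 0.00212 with the correlation estimated from the data. The exact permutation p of the set mean was 0.005 when virus labels were exchanged within each stage. This exchange supposes no virus difference at either stage, so its p does not test the interaction alone. The largest camera p was 2.6e-06 with 1 gene of the set left out and 6.0e-06 with 1 of the 12 libraries left out. The direction stayed the same in each fit with a library left out. These p-values rest on the preset correlation and were not repeated with it estimated, so the part of a single gene or library cannot be told from them. Computed from the test statistics, the camera p was 7.2e-09 before and 2.5e-08 after correction for GC content and gene length, a correction that hardly moved this set. RNA from other cells and feeding state were not tested for this set, so an effect of p21 that depends on the stage is a hypothesis beside these.

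The comparison of AAV8-p21 with AAV8-null livers at 8 dpc had 3 DEGs, and the same 3 genes were among the 9 DEGs of 16 dpc. C1s2 had a log2 fold change of −8.57 (at least 119-fold lower), C1rb −5.91 and Pianp −3.44, with adjusted p-values of 0.000114, 0.000114 and 0.0289 in edgeR's quasi-likelihood test. At 8 dpc, C1s2 and C1rb remained DEGs in each of the 6 fits with a library left out and in 13 of 13 alternatives. Pianp remained a DEG in 1 of these 6 fits and in 10 of 13 alternatives. Over both stages, the 6 AAV8-p21 libraries had 0 to 2 counts of C1s2 against 38 to 499 in the 9 AAV8-null libraries, 1 to 6 of C1rb against 52 to 235 and 1 to 4 of Pianp against 8 to 61. The 3 genes lie on chromosome 6 between 124570294 and 125003096, and none of the 16 other tested genes of this stretch was a DEG of both stages together (smallest adjusted p = 0.209 in the quasi-likelihood test). A contrast over both stages had 15 DEGs, and 3 of 10000 random sets of as many genes had 3 genes within 500000 bp (permutation p = 4e-04). This test was chosen after the closeness was seen, so its p describes the closeness and does not test a cause. A candidate explanation is a strain or donor variant carried by the AAV8-p21 mice or present in the AAV8-null mice, although a regional effect of another kind would show the same clustering. For C1s2 and C1rb, reads moved to the close copies C1s1 and C1ra cannot be ruled out, but this leaves the fall of Pianp in the same libraries unexplained. The rise in C1s1 and C1ra that such reads would give was 0.102 and 0.0976 on the log2 scale, below the standard errors of 0.182 and 0.132. The measured changes were 0.347 and 0.0991, which reach this rise and go with moved reads. The smaller adjusted p of the copies was 0.456 in the quasi-likelihood test, so the values cannot decide. Repression by the level of Cdkn1a cannot be told apart either. Between NP and 16 dpc AAV8-null livers, where Cdkn1a rose, the log2 fold change of C1s2 was 0.07 (0.0729), but Cdkn1a was at 59.8 to 127 CPM there, below the 347 to 1664 CPM of the AAV8-p21 livers.

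A list of 30 mitotic genes was lower in AAV8-p21 than in AAV8-null livers at 8 dpc (camera p = 3.3e-35, exact permutation p = 0.3 for the list mean, 30 of 30 genes, median log2 fold change −2.56). The fall is consistent with the inhibition of the hepatocyte cell cycle by p21, which was the prediction. With the correlation between genes estimated from the data, the adjusted p of camera was 0.109. The list means were 3.27, 3.33 and 0.28 in AAV8-null livers and −0.65, 0.29 and 0.83 in AAV8-p21 livers, so the groups overlap and 1 AAV8-null liver was as low as the AAV8-p21 livers. Differences between single mice therefore cannot be told apart from an effect of p21 here. With 1 of the 6 libraries left out, the list stayed lower in each fit, with a largest camera p of 1.5e-18. This p rests on the preset correlation, which is too low for genes that move together, so the part of a single library cannot be told.

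Cdkn1a was higher in AAV8-null livers at 16 dpc than at NP, with a log2 fold change of 2.58 (standard error 0.68, adjusted p = 0.0358 in edgeR's quasi-likelihood test). Over 14 alternative settings the adjusted p ranged from 3.9e-05 to 0.141. With 1 of the 6 libraries left out, the log2 fold change was between 2.11 and 4.31, with a DEG call in 2 of 6 fits. Glucocorticoid exposure may contribute, since the other targets in the glucocorticoid list rose as a set (camera p = 2.7e-05, exact permutation p = 0.1 for the list mean, 10 of 13 genes higher, median log2 fold change 0.97). The p53 targets without Cdkn1a were not shifted (camera p = 0.810, exact permutation p = 0.7). RNA from other cells was not tested for this gene.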

How the results depend on the processing

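All settings in this part were set before the data were examined, apart from the correction for GC content and gene length, the DESeq2 Wald test on the 3 groups the paper's text names, edgeR's newer quasi-likelihood method, its robust form, the clock score as a covariate and the 12-library fit without block, which were chosen after seeing the data. Where a value below differs, the cause was not tested.

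The 9 DEGs between AAV8-p21 and AAV8-null livers at 16 dpc became 21 with no filter on low counts, 3 with at least 10 counts in every library, 99 with DESeq2 on all 15 libraries, 122 with DESeq2 on the compared groups, 87 with limma voom, 5 with edgeR on the compared groups, 21 with the correction for GC content and gene length and 100 with DESeq2 on the 3 groups. All 9 were also called under DESeq2 in its 3 forms, limma voom, no filter and the correction for GC content and gene length. With edgeR on the compared groups 2 of the 9 were called, with at least 10 counts in every library 3, with the newer quasi-likelihood method 7 (all of its 7 DEGs) and with the clock score as a covariate 4 of its 6. DESeq2's size factors, the robust form, Cdkn1a left out and the adjusted p alone each called the same 9.

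The 598 DEGs between NP and 16 dpc AAV8-null livers became 382 with edgeR on the compared groups, 466 with at least 10 counts in every library, 752 and 795 with DESeq2 on the compared groups and on all libraries and 888 with limma voom. The 374 DEGs of AAV8-p21 livers against NP became 283 with edgeR on the compared groups, 285 with at least 10 counts in every library, 561 and 574 with DESeq2 on all libraries and on the compared groups, 564 with DESeq2 on the 3 groups and 925 with limma voom. The 266 common DEGs became 167 with edgeR on the compared groups, 195 with at least 10 counts in every library, 357 and 363 with DESeq2 on the compared groups and on all libraries and 449 with limma voom. The 3 DEGs between AAV8-p21 and AAV8-null livers at 8 dpc became 0 with at least 10 counts in every library, 27 and 81 with DESeq2 on all libraries and on the compared groups, 88 with limma voom and 5 with edgeR on the compared groups. Between NP and 8 dpc AAV8-null livers, 0 genes were DEGs and 803 had an unadjusted p under 0.05, and the count became 56, 70 and 883 under DESeq2 on all libraries, DESeq2 on the compared groups and limma voom. The interaction had 0 DEGs, and 14 with DESeq2 on the compared groups. Of the 12 gene sets, 2 passed between AAV8-p21 and AAV8-null livers at 16 dpc, against 4 with at least 10 counts in every library and 5 with fgsea. The 15 lists written by hand are other sets, of which 4 passed (fasting targets, interferon response, pericentral genes and sugar transport).

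With each library left out in turn, the DEGs numbered from 3 to 35 between AAV8-p21 and AAV8-null livers at 16 dpc, from 338 to 604 and from 192 to 403 for AAV8-null and AAV8-p21 livers of 16 dpc against NP, from 2 to 38 between AAV8-p21 and AAV8-null livers at 8 dpc and from 0 to 91 between AAV8-null livers of 8 dpc and NP. The interaction had 0 in each of its 12 fits, the common DEGs numbered from 132 to 270 and the gene sets that passed from 0 to 3.

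Of 492 values of single genes under the other settings, 46 changed side or direction (15 weaker, 30 stronger, 1 reversed), and of 240 with a library left out, 46 did (41 weaker, 4 stronger, 1 reversed). The reversed values were the log2 fold change of Pdk4 between AAV8-p21 livers of 16 dpc and NP, −0.48 in the main setting and 0.01 (0.012) with limma voom, and that of Slc45a3 in the same comparison, −0.37 and then 0.03 (0.029) without NP replicate 1 (−0.63 without NP replicate 2). Of 18 values of single gene sets, 4 became stronger under the other settings, and with a library left out 7 of 18 changed (6 weaker, 1 stronger).

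With the replicate number as a block in the 12 libraries outside the AAV8-p21 group of 16 dpc, 2 genes were DEGs between AAV8-p21 and AAV8-null livers at 8 dpc and 0 between AAV8-null livers of 8 dpc and NP, the same counts as in these libraries without the block. The mean correlation of same-numbered livers was −0.0079 and −0.0058 in these comparisons. No paired analysis was possible because the numbers of the AAV8-p21 libraries of 16 dpc do not all match those of the labels and no match was assumed, for the comparisons with that group, the interaction and the common DEGs.

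The depth limits the genes with few counts. C1s2, C1rb and Pianp in AAV8-p21 livers and Serpina16, Slc22a2 and Pnpla5 at NP had 3 or fewer counts in each library at 16 dpc or NP, and only lower bounds of their folds can be given.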

Differences from the paper's values

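The paper reports 105 DEGs between AAV8-p21 and AAV8-null livers at 16 dpc, and 9 were found here. Of the alternatives set before the data were examined, DESeq2 on all 15 libraries (99), DESeq2 on the compared groups (122) and limma voom (87) closed the gap. DESeq2's size factors, the filters on low counts, edgeR on the compared groups, Cdkn1a left out, the adjusted p alone and the fits with a library left out did not. DESeq2 on the 3 groups the text names gave 100, a setting chosen after seeing the values.

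The paper's 50 genes higher in AAV8-p21 livers compare with 2 here. DESeq2 on all 15 libraries gave 48 and DESeq2 on the compared groups gave 50, while limma voom gave 31 and none of the other alternatives set before the data were examined closed the gap. DESeq2 on the 3 groups gave 40 and was chosen after seeing the values.

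The paper's 55 genes lower in AAV8-p21 livers compare with 7 here. DESeq2 on all 15 libraries gave 51, DESeq2 on the compared groups 72 and limma voom 56, and none of the other alternatives set before the data were examined closed the gap. DESeq2 on the 3 groups gave 60 and was chosen after seeing the values.

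The paper lists Slc45a3, Sgk1, H6pd and Pdk4 among the genes lower in AAV8-p21 livers at 16 dpc. None of them was a DEG in edgeR's quasi-likelihood test here, with adjusted p-values of 0.178, 0.112, 0.224 and 0.0623. Slc45a3 and Sgk1 were DEGs with DESeq2 on all 15 libraries (adjusted p = 0.0228 and 0.00166), with DESeq2 on the compared groups (0.00556 and 1.7e-05) and with limma voom (0.0398 and 0.0360). Pdk4 was a DEG with no filter on low counts in edgeR (adjusted p = 0.0287), with DESeq2 on all 15 libraries (0.000153), with DESeq2 on the compared groups (0.0127) and in 2 edgeR fits with a library left out. H6pd had an adjusted p of 0.0427, 0.0487 and 0.0362 with DESeq2 on all 15 libraries, DESeq2 on the compared groups and limma voom, with a log2 fold change above −1 in each. With DESeq2 on the 3 groups, chosen after seeing the values, the adjusted p-values were 0.0293, 0.000110, 0.0139 and 0.00397, and H6pd again had a log2 fold change above −1. Over the 13 alternatives the adjusted p ranged from 0.00556 to 0.521 for Slc45a3, from 1.7e-05 to 0.185 for Sgk1, from 0.0139 to 0.418 for H6pd and from 0.000153 to 0.297 for Pdk4.

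The paper states that Slc45a3 was upregulated at 16 dpc. Its log2 fold change in AAV8-null livers was 1.09 with an adjusted p of 0.105 in edgeR's quasi-likelihood test. It was a DEG with DESeq2 on all 15 libraries (adjusted p = 0.0492), with limma voom (0.00632) and in edgeR without NP replicate 1 (0.0419). Over the 15 alternatives the adjusted p ranged from 0.00632 to 0.337.

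The paper's GO analysis of the DEGs at 16 dpc names carbohydrate transport. In Reactome's sets, 0 of the 9 DEGs here were facilitative glucose transporters or belonged to another carbohydrate set. With 9 DEGs, 0.150 were expected in metabolism of carbohydrates, so this says little on the GO term. Of the DESeq2 DEGs on all 15 libraries and on the compared groups, 0 of 99 and 0 of 122 were in this set, where 1.43 and 1.84 were expected. Slc45a3, the sugar transporter that the paper names, was a DEG in both and lies outside this set. These counts therefore do not speak against the GO term. The paper's GO analysis of the common DEGs names monocarboxylic acid and sulfur compound metabolism beside blood coagulation. Of the Reactome sets tested here, fibrin clot formation passed among the common DEGs (adjusted p = 2.2e-06 in Fisher's exact test), while fatty acid metabolism (p = 0.272) and sulfur amino acid metabolism (p = 0.399) did not. The GO terms themselves were not tested. These Reactome sets are other gene lists, so their values do not decide on the GO terms.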

Other observations

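In this part, the tests of the lists without Sgk1 or Pdk4, of circadian phase, of the range of the clock score within groups, of the clock score at 8 dpc and of GC content for the split of NP and 8 dpc livers were chosen only after the result was seen.

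Other splits of the same libraries were tested in edgeR's quasi-likelihood model. Of the 10 splits of the 6 libraries of 16 dpc into 3 and 3, 2 gave at least the 9 DEGs of the real split. The other one set 1 AAV8-null and 2 AAV8-p21 libraries against the rest and gave 61 DEGs (107 after correction for GC content and gene length), of which 0 were among the 9. With 10 splits the share cannot fall under 0.1, and differences between single mice cannot be told apart from an effect of p21 on this count. For AAV8-p21 livers of 16 dpc against NP, the real split alone gave as many as 374 DEGs (1 of 10 splits). Where replicate numbers are shared, only splits that part the same-numbered pairs were counted. The real split was then 1 of 4 for AAV8-null livers of 16 dpc against NP (at most 4 DEGs in the splits that do not part the pairs) and 1 of 4 for AAV8-p21 against AAV8-null livers at 8 dpc (at most 2). Between AAV8-null livers of 8 dpc and NP, 4 of 4 splits gave at least the 0 DEGs of the real split, which any split does. A split that does not part the pairs, NP replicate 1 and 8 dpc replicates 1 and 2 against the other 3, gave 528 DEGs. After correction for GC content and gene length it gave 404, so this correction does not account for it. The clock score (0.51 to 1.49 against −4.64 to −1.23), the mean log2 CPM of the interferon genes (3.48 to 3.63 against 2.52 to 2.63) and that of the mitotic genes (0.90 to 3.33 against −0.85 to 0.28) do not overlap between its sides. The split was picked by its DEGs, so these differences were not tested. For the interaction, 100 of 100 relabellings gave at least the 0 DEGs of the real labels (376 genes at an unadjusted p under 0.05), which any relabelling does, so this says nothing on the interaction. The largest gave 101.

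Several explanations of the 9 DEGs between AAV8-p21 and AAV8-null livers at 16 dpc were tested. After correction for GC content and gene length the count was 21, so this bias does not account for it. The 5 tested blood genes did not pass (camera p = 0.410), although their list mean was 0.51 higher in AAV8-p21 livers on the log2 scale (exact permutation p = 0.2). With 3 mice against 3 this p cannot fall under 0.1, so RNA from blood is not excluded. Of 18 clock genes, 0 were DEGs and 6 had an unadjusted p under 0.05. The 15 fasting and PPAR-alpha targets were lower in AAV8-p21 livers (camera p = 5.7e-11, 15 of 15 genes, median log2 fold change −1.32), with a p of 0.0399 when the correlation between genes was estimated and an exact two-sided permutation p of 0.2 for the list mean. Without Pdk4, 14 of 14 were lower (camera p = 2.9e-09, exact permutation p = 0.2). The glucocorticoid targets without Cdkn1a had a camera p of 0.0227 (9 of 13 genes lower, median −0.07, exact permutation p = 0.1 for the list mean), but the list holds Sgk1. Without Sgk1 the camera p was 0.167 (exact permutation p = 0.3) and with Cdkn1a and Sgk1 it was 0.252 (exact permutation p = 0.7), so glucocorticoid exposure cannot be told from these targets. The 16 interferon genes were higher (camera p = 0.00021, 15 of 16 genes, median 0.71), with a p of 0.240 when the correlation was estimated and an exact permutation p of 0.4 for the list mean. A difference in feeding or in an interferon response between the 2 groups may lie behind part of the changes, and neither can be told apart from an effect of p21 or from differences between single mice. The paper's text does not give the feeding state or the hour at which these livers were taken.

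Clock genes differed between the groups of 16 dpc although none was a DEG in edgeR's quasi-likelihood test. With DESeq2 on the compared groups, 2 of the 25 tested genes of Reactome's circadian clock set were DEGs, where 0.207 were expected (adjusted p = 0.216 in Fisher's exact test, unadjusted p = 0.0180). The mean log2 CPM of Arntl, Npas2 and Clock minus that of Dbp, Tef, Nr1d1, Nr1d2, Per3 and Ciart changed by −5.11 from AAV8-null to AAV8-p21 livers. The libraries of the 2 groups do not overlap (−1.80 to 2.27 and −5.28 to −2.84), and the score ranged over 4.07 and 2.45 within them. It ranged over 6.24 within AAV8-p21 livers at 8 dpc, so single mice of a group can differ as much, and different sampling hours could give the difference. At 8 dpc the score differed by 0.317, where it ranged over 6.24 and 2.72 within the groups, so whether p21 acts on it at both stages cannot be told. Slopes on the clock score from the 9 other libraries correlated with the log2 fold changes at 16 dpc no better than shuffled scores (39 of 100 as large), so across genes no tie to circadian phase was found. Single genes can differ from this. The slope predicts −0.92 of a measured −1.41 for Slc45a3, but 0.44 against −2.06 for Sgk1, −0.07 against −0.83 for H6pd and −0.19 against −3.54 for Pdk4. With the clock score as a covariate, chosen after seeing the data, the log2 fold change of Slc45a3 was −0.60 (adjusted p = 0.521 in edgeR's quasi-likelihood test), and 6 genes were DEGs (4 higher, 2 lower), 4 of them among the 9.

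Ccnd1 was higher in AAV8-p21 livers at both stages. At 8 dpc it was at 225, 417 and 398 CPM in AAV8-p21 and at 72.6, 116 and 95.7 CPM in AAV8-null livers (log2 fold change 1.87, adjusted p = 0.122 in edgeR's quasi-likelihood test). In AAV8-null livers it fell from 111, 60.9 and 56.1 CPM at NP to 23.0 ± 2.82 CPM at 16 dpc (log2 fold change −1.72, adjusted p = 0.00809 in the same test).

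Genes that the paper names for other experiments were read in these whole livers. In AAV8-null livers at 8 dpc, Mki67 was at 43.8, 45.4 and 4.11 CPM and Hmmr at 13.6, 12.9 and 1.61 CPM, so 1 of the 3 livers lay within the range of the NP livers for both. In AAV8-p21 livers at 8 dpc, Mki67 was at 4.44, 5.71 and 8.90 CPM (log2 fold change −2.30, adjusted p = 0.772 in edgeR's quasi-likelihood test) and Hmmr at 0.296, 0.799 and 0.841 CPM (log2 fold change −3.87, adjusted p = 0.415 in the same test). Cyp17a1 was higher at 16 dpc than at NP in AAV8-null livers (log2 fold change 1.73, adjusted p = 0.0215 in the same test) and in AAV8-p21 livers (1.56, adjusted p = 0.0480). Between AAV8-p21 and AAV8-null livers at 16 dpc, Glul, Cyp1a2, Tbx3 and Axin2 had log2 fold changes of 0.33, 1.22, 0.41 and −0.28, with adjusted p-values of 0.571, 0.552, 0.800 and 0.870 in the same test. A list of 12 pericentral genes was higher in AAV8-p21 livers at 16 dpc (11 of 12 genes, median log2 fold change 0.42, adjusted p = 0.000968 in camera), with an adjusted p of 0.0768 when the correlation between genes was estimated.

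The gene set curves of Fig. 3c run to the AAV8-p21 side. The Reactome sets of glucose transporters and glucose metabolism were also higher in AAV8-p21 livers. A list of 30 glucose metabolism genes written by hand was not shifted (adjusted p = 0.561 in camera, mean difference −0.02 on the log2 scale, exact permutation p = 0.9), and Slc45a3, Sgk1, H6pd and Pdk4 were lower.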
